# Cochlear Sox2^+^ Glial Cells Are Potent Progenitors for Spiral Ganglion Neuron Reprogramming Induced by Small Molecules

**DOI:** 10.3389/fcell.2021.728352

**Published:** 2021-09-21

**Authors:** Zhen Chen, Yuhang Huang, Chaorong Yu, Qing Liu, Cui Qiu, Guoqiang Wan

**Keywords:** Sox2^+^ glial cells, glia-to-neuron conversion, small molecules reprogramming, SGN regeneration, lineage tracing

## Abstract

In the mammalian cochlea, spiral ganglion neurons (SGNs) relay the acoustic information to the central auditory circuits. Degeneration of SGNs is a major cause of sensorineural hearing loss and severely affects the effectiveness of cochlear implant therapy. Cochlear glial cells are able to form spheres and differentiate into neurons *in vitro*. However, the identity of these progenitor cells is elusive, and it is unclear how to differentiate these cells toward functional SGNs. In this study, we found that Sox2^+^ subpopulation of cochlear glial cells preserves high potency of neuronal differentiation. Interestingly, Sox2 expression was downregulated during neuronal differentiation and Sox2 overexpression paradoxically inhibited neuronal differentiation. Our data suggest that Sox2^+^ glial cells are potent SGN progenitor cells, a phenotype independent of Sox2 expression. Furthermore, we identified a combination of small molecules that not only promoted neuronal differentiation of Sox2^–^ glial cells, but also removed glial cell identity and promoted the maturation of the induced neurons (iNs) toward SGN fate. In summary, we identified Sox2^+^ glial subpopulation with high neuronal potency and small molecules inducing neuronal differentiation toward SGNs.

## Introduction

In the mammalian cochlea, the spiral ganglion neurons (SGNs) relay the acoustic information from inner hair cells (IHCs) to the central auditory circuits (Fettiplace, 2017). SGNs are essential for normal hearing and communication, and degeneration causes sensorineural hearing loss (Sun et al., 2016; Liu et al., 2019; Zhao et al., 2019). Degeneration of SGN nerve terminals or cell bodies can be caused by ototoxicity, noise, or aging (Lang et al., 2005; Bao and Ohlemiller, 2010; Fryatt et al., 2011; Liberman, 2017; Vlajkovic et al., 2017). Because the SGNs lack the ability to regenerate in mammals, damages to the SGNs lead to permanent hearing impairment (Guo et al., 2016, 2020, 2021; Yan et al., 2018; Liu et al., 2021). In addition, the effectiveness of hearing aids and cochlear implants relies on the health and numbers of intact SGNs (Muller and Barr-Gillespie, 2015). If SGNs could be replaced or regenerated, it might be possible to restore the hearing of patients with severely damaged SGNs (Meas et al., 2018b) and benefit individuals treated with hearing aids and cochlear implants.

At the early stage of SGN damage which precedes neuronal cell body degeneration, neurotrophic factors such as neurotrophin 3 (NT3), brain-derived neurotrophic factor (BDNF), and glial-derived neurotrophic factor (GDNF) are used to support the survival of SGNs and their neurite outgrowth to the sensory HCs (Wise et al., 2011; Suzuki et al., 2016; Akil et al., 2019). However, therapeutic strategies are limited to generate induced neurons (iNs) to replace the SGNs once they are lost and SGN regeneration remains a major challenge.

Multiple attempts have been made to replace and regenerate SGNs, including transplantations of iNs differentiated from embryonic stem cells (ESC) or iPSC-derived progenitors (Chen et al., 2012; Koehler et al., 2013; Perny et al., 2017), or neuronal differentiation of cochlear-resident multipotent stem cells/progenitor cells to SGNs (Oshima et al., 2007; Zhang et al., 2011; Diensthuber et al., 2014a,b; Li et al., 2016; McLean et al., 2016; Noda et al., 2018). For induced differentiation of ESC or iPSC-derived progenitors, three-dimensional culture systems have been used to convert mouse ESC into hair cells, supporting cells, and neuronal cells (Koehler et al., 2013; Perny et al., 2017). hESC differentiated into neuronal cells expressed specific neuronal markers with electrophysiological properties characteristic of auditory neurons (Chen et al., 2012). However, transplantation of ESC-derived iNs is hampered by immuno-rejection, tumorigenesis, SGN maturation and functional integration (Lee et al., 2013; Lukovic et al., 2014).

Alternatively, inner ear-resident cells, such as progenitor cells within the utricle (Li et al., 2003) or in the spiral ganglion region (Oshima et al., 2007; Zhang et al., 2011; Li et al., 2016; McLean et al., 2016), could also be induced to neuron-like cells, forming neurites, developing synapses and expressing neuronal markers *in vitro*. It has been reported that Plp1^+^ glial cells were cochlear-resident multipotent stem cells/progenitor cells (McLean et al., 2016). Induced neuronal reprogramming of these cochlear-resident progenitors have several advantages over cell transplantations such as enhanced cell survival, physiological relevance of cellular localization and ease of maturation due to lineage similarities. However, Plp1^+^ glial cells may include heterogenous cell subpopulation. The identity of these progenitor cells is elusive, and it is unclear how to induce these cells to functional SGNs post-injury both *in vitro* and *in vivo*.

In this study, we found that Sox2^+^ subpopulation of cochlear glial cells preserves high potency of neuronal differentiation and identified a combination of small molecules promoted the maturation of the iNs toward SGNs fate. Together, we found that cochlear Sox2^+^ glial cells subpopulation is highly potent in neuronal differentiation and identified small molecules promoting both neuronal differentiation efficiency and maturity toward the SGN fate.

## Materials and Methods

### Animals

Plp1^CreERT^ (stock number 005975), Sox2^CreERT^, (stock number 017593) lines were obtained from Jackson laboratory and crossed with Rosa26-LSL-Cas9-tdTomato (NBRI T002249) mice obtained from Gempharmatech Inc., China. Scrt2-P2A-tdTomato mice were generated as previously reported (Li C. et al., 2020). Mice were injected i.p. with Tamoxifen (Sigma, T5648) at 33 mg/kg for postnatal mice (P1–P3) and 50 mg/kg for juvenile mice (P17–P20). Tamoxifen was dissolved in corn oil.

All mice used in this work were on a mixed background containing C57BL6 and FVB/N strains. Both male and female mice were used. All animal procedures were approved by the Institutional Animal Care and Use Committee of Model Animal Research Center of Nanjing University.

### Cell Culture

Both sexes of the 6–8 postnatal 4–21 days (P4–P21) mice spiral ganglia were dissected in HBSS (Invitrogen 14065056) at pH 7.4 on ice for tissue harvesting. The stria vascularis, vestibule and the organ of Corti were removed carefully with forceps (Dumont) to dissect the modiolus. The modiolus were digested with Trypsin/EDTA (Sigma 59418C) and DNase I (20 U/ml) at 37°C in a total volume of 50 μl for ∼15 min with shaking at 300 rpm/min (Thermo) in 1.5 ml EP tube. Dissociation was terminated by adding 0.4 ml SCM media containing DMEM/F12 (HyClone 36254) supplemented with B27 (Thermo 17504044) and N2 (Thermo 17502048) supplement, 20 ng/ml EGF (Peprotech 315-09), 10 ng/ml bFGF (Peprotech 450-33), 50 ng/ml IGF (Peprotech 250-19), and 50 ng/ml heparan sulfate (MCE HY-101916). The samples were then carefully triturated with 1 ml pipette tips and next with 200 μl tips, followed by suspension with 1 ml SCM medium.

The cell suspension was then passed through a 70-μm cell strainer, and spun at 300 g for 5–10 min. A small white cell pellet should be observed at the bottom and then carefully aspirate the supernatant. SCM medium were added to resuspend and count cells, and then 200,000–240,000 cells were plated in each well of the six-well dish (Corning 3471). For propagation, the cochlear glial spheres were harvested after 5–7 days and passaged for 3–4 generations.

For P21 mice, the modiolus were calcified and the cochlear glial cells decrease the potential to form spheres. P21 modiolus were digested with Trypsin/EDTA (Sigma 59418C) and DNase I (20 U/ml) at 37°C in a total volume of 50–100 μl for ∼20 min with shaking 300 rpm/min (Thermo) in 1.5 ml EP tube. We used culture media contains DMEM/F12, 10% FBS, B27 in 2D dish (Lang et al., 2011). Firstly, culture media was added to stop trypsin reaction. Tissues were triturated with pipet tips and centrifuged at 300 × *g* for 5–10 min. The pellet was resuspended in culture media and filtered through a 70 μm cell strainer. Cells were counted, plated and grown to full confluency (5–7 days). Media was then removed and replaced with SCM media for suspension culture.

### Neuronal Differentiation

To induce neuronal differentiation, cochlear glial spheres were plated on 96-well plate (Thermo 310109008) or glass slides (Thermo Fisher 12-545-80) coated with Poly-L-ornithine (Sigma P4957) and 10 ng/ml Laminin (Corning 354232) in SCM for 12–24 h, and then replaced with SCDM containing DMEM/F12 (HyClone 36254) supplemented with B27 (Thermo 17504044) and N2 (Thermo 17502048) supplement, 50 ng/ml BDNF (Stemcell 78005), 50 ng/ml NT3 (Stemcell 78074). Half of the medium was replaced every 2–3 days. Differentiated cells were analyzed after 9 days or more for immunocytochemistry and qPCR. Additional control SCDM/FGF referred to SCDM supplemented with bFGF (100 ng/ml).

The induction media (IM) for small molecule reprogramming contains Neurobasal Medium (Thermo 21103049), supplemented with B27 and N2, GlutaMax (Thermo 35050061), penicillin-streptomycin and bFGF (100 ng/ml), with or without small molecules Forskolin (20 μM), ISX9 (20 μM), I-BET (1–2 μM), Chir99021 (10 μM) (all from Selleck), and LIF (1000 U/ml) (Novus Biologicals).

### Real-Time Quantitative PCR

RNA was isolated using Trizol (Takara 9108) and reverse transcription of total RNA was performed with the Primescript RT reagent kit (Takara RR047A) according to the manufacturer’s protocol. The Quantitative PCR reactions were performed with the Hieff UNICON^®^ qPCR SYBR Green Master Mix (YEASEN 11198ES03) on LightCycler 96 (Roche LightCycler^®^ 96 Instrument). Details of the primers were in Table 1. Data are normalized to GAPDH, and fold changes are calculated by using 2^–ΔΔCT^ method.

**TABLE 1:** Primers used for real-time qPCR.

Gene ID	Forward (5′–3′)	Reverse (5′–3′)
*GAPDH*	ACCACGAGAAATATGACAAC TCAC	CCAAAGTTGTCATGGATGACC
*Tubb3*	TAGACCCCAGCGGCAACTAT	GTTCCAGGTTCCAAGTCCACC
*Nestin*	ACAGTGAGGCAGATGAGTTAGG	GAGGCAGGAGACTTCAGGTAG
*Prox1*	TCTCAGCCAAACCCTCTC	CCGTTGACTGCGAATCTG
*Sox2*	GCGGAGTGGAAACTTTTGTCC	CGGGAAGCGTGTACTTATCCTT
*Vglut1*	GTTCTGGCTTCTGGTGTCT TATG	CTCTCCAATGCTCTCCTCTATGT
*Islet1*	CTTGCGGACCTGCTATGC	AACCACACTCGGATGACTCT
*Scrt2*	GTCCTCTGCCTGTCCATTCCT	GCTGCCTCCCAAGTCTGTTC
*Sox10*	CCAGGTGAAGACAGAGAC	AGACTGAGGGAGGTGTAG
*Sox9*	GCAATACGACTACGCTGAC	ATGTAAGTGAAGGTGGAGTAGA
*Pou3f4*	CTGGAGGAGGCTGATTCAT	GATGGAGGTTCGCTTCTTG
*Pou4f1*	AAACAAATAACCCACACCA AACAG	CTTCCTCAGAGCACCAGTTC
*Ntrk3*	GTGACGAGCGAGGACAATG	GGTAGTAGACAGTGAGAGCAACA
*S100a4*	TGGTCTGGTCTCAACGGTTA	TGGAAGGTGGACACAATTACATC

### Immunofluorescence

Cells were fixed in 4% paraformaldehyde in PBS for 15 min with shaking at room temperature. Inner ear tissues were dissected and fixed in 4% paraformaldehyde in PBS for 2 h with shaking at room temperature, followed by decalcification in 5% EDTA for 4–5 days. Then cells were blocked with 5% heat inactivated horse serum with 0.3% Triton X-100 in PBS for 1 h.

Cells were incubated with primary antibody overnight at 4°C. The primary antibodies used in this study were as follows: anti-Sox2 (goat anti-Sox2;sc-17320, Santa Cruz Biotechnologies; 1:200); anti-Sox10 (rabit anti-Sox10; 69661, Cell Signaling Technology; 1:200); anti-TUJ1 (mouse anti-TUJ1; MMS 435P, Biolegend; 1:2,000); anti-Prox1 (goat anti-Prox1; AF2727, R&D; 1:250); anti-Gata3 (Rabbit anti-Gata3; 5852T, Cell Signaling Technology; 1:1500); anti-Map2 (Mouse anti-Map2; M4403, Sigma-Aldrich; 1:250); anti-Syp (mouse anti-Syp; MA5-14532, Thermofisher; 1:300), and anti-GFP (Rabbit anti-GFP; 31002, Yeasen; 1:400).

Then cells or tissues were incubated with Alexa 488-, Alexa 568-, and/or Alexa 647-labeled secondary antibodies for 1–2 h with shaking at room temperature. Nuclei were visualized with DAPI.

Confocal z-stacks (0.5 μm step size) of cochlear tissues were taken using Leica SP5 microscope equipped with 40× and 63× oil-immersion lens. ImageJ software (version 1.52i, NIH, Bethesda, MD, United States) was used for image processing and three-dimensional reconstruction of z-stacks. All immunofluorescence images shown are representative of at least three individual results. Efficiency of conversion was measured by the number of TUJ1^+^ cells divided by the total number of plated cells from random 6–10 fields. Axon length was measured with NeuronJ, a plugin of ImageJ to facilitate the tracing and quantification of elongated image structures (Ho et al., 2011).

### Molecular Cloning and Lentiviral Infections

cDNAs for Sox2 was cloned into lentiviral constructs of pLKO.1 vector (Addgene 10879). We modified the plasmid to replace the PuroR with Sox2-P2A-EGFP. Lentiviruses were produced by transfection of lentiviral backbones containing the indicated transgenes together with packaging plasmids pSPAX2 (Addgene 12260) and pMD2G (Addgene 12259) into HEK293T cells (ATCC^®^ CRL-3216^TM^). Viruses were concentrated from culture supernatant by ultra-centrifugation (25,000 rpm, 2 h, 4°C). After 24–48 h infection of spheres with 10 μg/ml polybrene in suspension culture, virus-containing medium was replaced with fresh SCM media.

### RNA-seq Analyses

Total RNA was extracted from the tissue using TRIzol^®^ Reagent according the manufacturer’s instructions (TaKara) and genomic DNA was removed using DNase I (TaKara). Then RNA quality was determined by 2100 Bioanalyzer (Agilent) and quantified using the ND-2000 (NanoDrop Technologies). RNA-seq transcriptome library was prepared following TruSeq^TM^ RNA sample preparation Kit from Illumina (San Diego, CA, United States) using 1 μg of total RNA. Libraries were size selected for cDNA target fragments of 200–300 bp on 2% Low Range Ultra Agarose followed by PCR amplified using Phusion DNA polymerase (NEB) for 15 PCR cycles. After quantified by TBS380, paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq x ten/NovaSeq 6000 sequencer (2 × 150 bp read length). The raw paired end reads were trimmed and quality controlled by SeqPrep and Sickle with default parameters. Then clean reads were separately aligned to reference genome with orientation mode using TopHat (Langmead and Salzberg, 2012) software.

To identify differential expression genes (DEGs) between two different samples, the expression level of each transcript was calculated according to the fragments per kilobase of exon per million mapped reads (FRKM) method. RSEM (Li and Dewey, 2011) was used to quantify gene abundances. R statistical package software EdgeR (Empirical analysis of Digital Gene Expression in R (Robinson et al., 2010) was utilized for differential expression analysis. In addition, functional-enrichment analysis including GO and KEGG were performed to identify which DEGs were significantly enriched in GO terms and metabolic pathways at Bonferroni-corrected *P*-value ≤ 0.05 compared with the whole-transcriptome background.

The transcription data of primary SGN were obtained from previous study (Noda et al., 2018). Raw RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE169042.

### Statistical Analysis

Statistical tests were performed using Graphpad Prism 8 (Graphpad Software Inc., La Jolla, CA, United States). Results were reported as mean ± SD. Specific statistical tests used in each experiment were described in figure legends. Results were analyzed using Student’s *t*-test or one-way ANOVA, followed by Bonferroni’s multiple comparisons test.

## Results

### Postnatal Cochlear Spheres Proliferate and Differentiate Into Neuron-Like Cells

To expand the population of progenitor cells, we dissociated cochlear modiolus from the postnatal 3–4 days (P3–P4) mice and digested into single cells for 3D suspension culture. The cells grew spheres *in vitro* and were able to proliferate for more than five generations (Figures 1A,B). We then optimized the growth media by evaluating the sphere numbers with diameters larger than 50 μm. The result showed that bFGF is the primary factor for spheres growth, consistent with the previous report (Diensthuber et al., 2014a). Heparan sulfate has been reported to promote the binding and activation of FGF (Loo and Salmivirta, 2002). Therefore, we cultured the spheres with serum-free media containing IGF, EGF, FGF, and heparan sulfate (Figure 1C). Real-time quantitative PCR (RT-qPCR) results showed increased expression of neuronal stem cell markers such as *Sox2* and *Nestin* in spheres compared to cochlear modiolus (Figure 1D). These results indicated that postnatal cochlear spheres were able to proliferate and preserve the stemness following passages *in vitro*.

**FIGURE 1:**
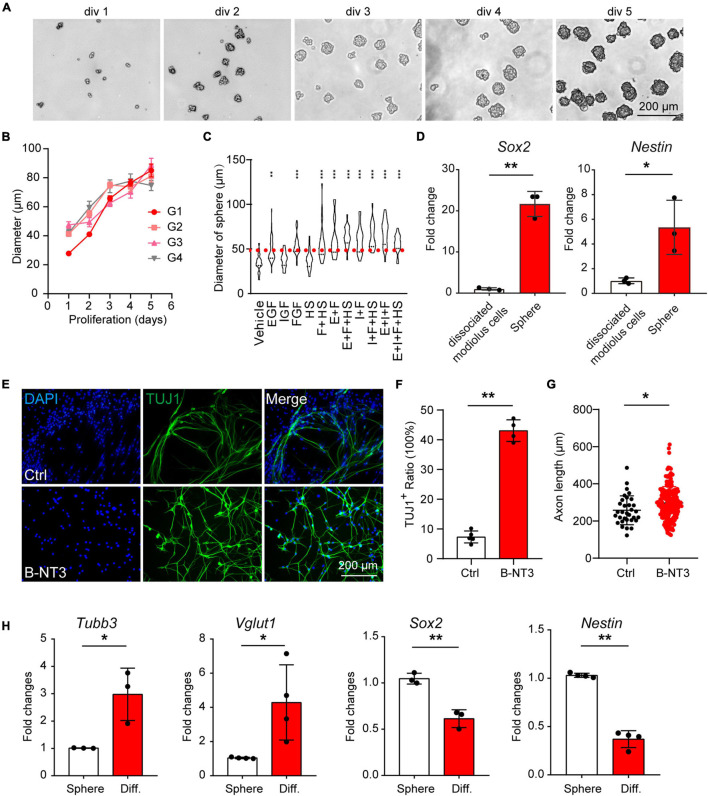
Postnatal cochlear glial cells proliferate as neurospheres and differentiate into neuron-like cells. **(A)** Bright-field images of the proliferating generation 1 (G1) spheres at 1–5 days *in vitro* (div). **(B)** Diameters of G1–G4 spheres during propagation. **(C)** Quantification of sphere diameters at 5 div with supplementations of E, I, F, H. E, EGF; I, IGF; F, FGF, and H, heparan sulfate. *N* = 21–48. *P*-values were calculated against vehicle control. **(D)** mRNA expression of *Sox2* and *Nestin* in cochlear spheres compared to controls (dissociate modiolus cells). *N* = 3, error bars represent mean ± SD. **(E)** Representative TUJ1-positive cells after differentiation at 18 div with BDNF and NT3 (B-NT3). **(F)** The ratio of TUJ1 positive cells. *N* = 5 and 4, error bars represent mean ± SD. **(G)** Axon lengths of the induced neuron-like cells. *N* = 35 and 220, error bars represent mean ± SD. **(H)** mRNA expression of *Tubb3*, *Vglut1*, *Sox2*, and *Nestin* of either spheres or differentiated neuron-like cells (Diff). *N* = 3 or 4, error bars represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA **(C)** or unpaired student’s *t*-test **(D,F–H)**.

To investigate the neuronal potential of the spheres, we induced the spheres for neuronal differentiation. After induction for 8–9 days, the differentiated cells showed typical bipolar neuronal morphology and neuronal marker TUJ1 expression (Figure 1E, top panels). Brain-derived neurotrophic factor and NT3 are important neurotrophic factors for SGN development and function, and are able to promote neuronal differentiation *in vitro* (Wise et al., 2011; Li et al., 2016; Suzuki et al., 2016; Akil et al., 2019). We found that BDNF and NT3 treatment not only increased the differentiation efficiency (Figures 1E,F) but also promoted neurite extension (Figures 1E,G) during induced differentiation of the spheres. Therefore, BDNF and NT3 were added in the subsequent differentiation experiments. RT-qPCR results also showed that neuronal markers *Tubb3*, *Vglut1* expression were increased, while neuronal stemness markers *Nestin* and *Sox2* were decreased after induced neuronal differentiation (Figure 1H). These results indicate that postnatal cochlear spheres are able to differentiate into neuron-like cells.

### Sox2 Expression Identifies a Subpopulation of Cochlear Glial Cells

Previous studies show the glial cells in association with the SGNs may serve as the source of neuronal progenitors (McLean et al., 2016). Based on the function and localization, cochlear glial cells consist of two major populations including Schwann cells (SCs) and satellite glial cells (SGCs) (Jessen and Mirsky, 2005; Wan and Corfas, 2017). The SCs wrap the axons of SGNs with myelin sheaths and are primarily localized to the osseous spiral lamina (OSL) of the cochlea; while the SGCs are in close association with the SGN cell bodies exclusively localized to the Rosenthal’s canal (RC) of the cochlea (Wan and Corfas, 2017). Despite these differences, the two glial populations share same developmental origin and both serve important roles in survival and function of the SGNs.

It has been reported proteolipid protein 1 (Plp1) was widely expressed in cochlear glial cells, including SCs and SGCs (Jessen and Mirsky, 2005; McLean et al., 2016; Meas et al., 2018b), while Sox2 was expressed in a cochlear glial subpopulation (Zuchero and Barres, 2015; Meas et al., 2018b). To label the cochlear glial cells and the Sox2^+^ subpopulation of glial cells in mice, we crossed the Plp1^CreERT^ and Sox2^CreERT^ with Rosa26-tdTomato line for lineage tracing. After induction with tamoxifen from P1 to P3, majority of the Sox2^+^ cells were labeled with tdTomato (70.6 ± 4.3% of the total Sox2^+^ cells) (Figure 2A). Importantly, Sox2^CreERT^/tdTomato (Sox2-tdT) positive cells all expressed Sox2 in the cochlea, suggesting the inducible Sox2-tdT specifically labels the Sox2^+^ subpopulation of glial cells in mice (Figure 2A).

**FIGURE 2:**
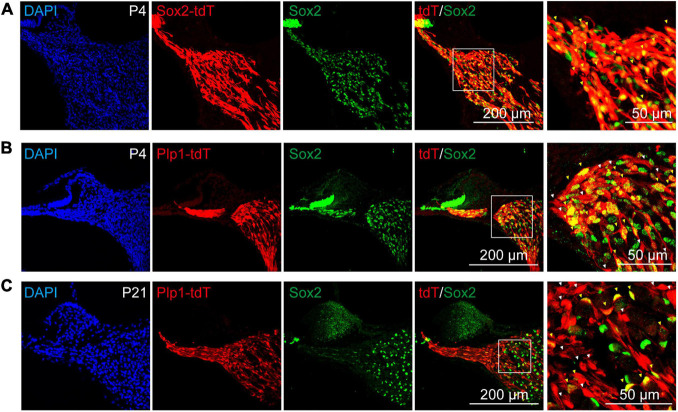
Sox2 labels a subpopulation of cochlear glial cells. **(A)** Immunocytochemical staining of Sox2-tdT cochlea for Sox2, showed Sox2-Cre:tdTomato labeled the Sox2 positive cochlear glial cells in P4 mice. The yellow arrowheads represent Sox2-tdT^+^/Sox2^+^ cells. **(B,C)** Sox2 were expressed in a subpopulation of Plp1-tdT positive cells in both P4 **(B)** and P21 **(C)** cochlea. The white arrowheads represent Plp1-tdT^+^/Sox2^–^ cells, and the yellow arrows represent Plp1-tdT^+^/Sox2^+^ cells. tdTomato expression was induced by tamoxifen from P1 to P3.

The results of the immunofluorescence showed that Plp1^CreERT^/tdTomato (Plp1-td) not only labels the Sox2^+^ glial cells, but also Sox2^–^ glial cells at both P4 and P21 (Figures 2B,C), indicating that Sox2 positive cells are a subpopulation of Plp1 positive cochlear glial cells. Thus, Plp1-tdT labels both SCs and SGCs while Sox2-tdT positive glial cells represents a lineage population of cochlear glial cells.

### Cochlear Sox2^+^ Glial Cells Are Primary Progenitors for Neuronal Differentiation

To directly compare the potency of Plp1^+^ and Sox2^+^ glial cells as neuronal progenitors, the lineage-traced cells (Plp1-tdT and Sox2-tdT) were subjected to sphere formation and neuronal differentiation assays (Figure 3A). Although both Plp1-tdT and Sox2-tdT cells were able to form spheres, >95% of the spheres were Plp1-positive while only about 60% of the spheres were Sox2-positive (Figures 3B,C), suggesting that both Plp1^+^/Sox2^+^ and Plp1^+^/Sox2^–^ glial cells were able to proliferate as spheres. Interestingly, Plp1-tdT^+^ or Sox2-tdT^+^ cells were clustered at the periphery of the spheres with the non-glial cells proliferating at the center of spheres (Figure 3B). These non-glial cells were also highly proliferative and Plp1-tdT or Sox2-tdT cells contribute to only about 20 or 12% of the total cells after sphere culture, respectively (Supplementary Figure 1A). To investigate the identity of these non-glial cells, Plp1-tdT^–^ cells were separated from Plp1-tdT^+^ cells by FACS followed by continuous sphere culture (Supplementary Figure 1B). While the non-glial markers failed to express Sox10 or Sox2 as expected, they expressed high levels of Sox9 and Pou3f4 (Supplementary Figure 1C), both of which are enriched in otic mesenchyme cells (Coate et al., 2012; Brooks et al., 2020).

**FIGURE 3:**
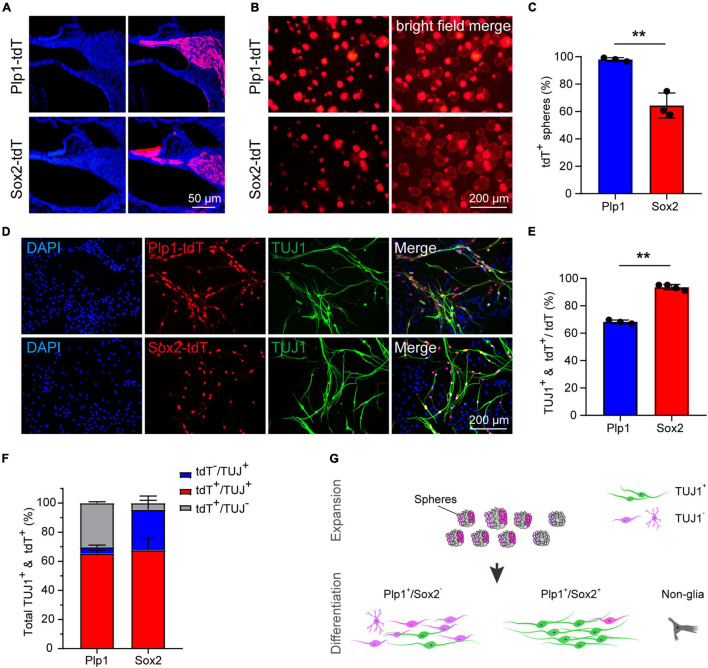
The Sox2^+^ cochlear glial cells were highly efficient in neuronal differentiation. **(A)** Distributions of Sox2-tdT and Plp1-tdT positive cochlear glial cells in P4 cochlea. tdTomato expression was induced by tamoxifen from P1 to P3. **(B,C)** Representative images and quantification of the Sox2-tdT and Plp1-tdT positive spheres at 5 div. *N* = 3, error bars represent mean ± SD. **(D,E)** Representative images and ratios of TUJ1^+^ neurons differentiated from Sox2-tdT and Plp1-tdT positive cells at 8–9 div. *N* = 3 or 4, error bars represent mean ± SD. Data from 3 to 4 independent experiments. **(F)** Percentages of TUJ1^+^ neurons derived from Sox2-tdT or Plp1-tdT positive cells relative to the total amount of TUJ1^+^ plus tdT^+^ cells. **(G)** A model showing Sox2^+^ glial cells exhibit high potential for neuronal differentiation. **p < 0.01 by unpaired student’s *t*-test.

To address if Plp1^+^/Sox2^+^ and Plp1^+^/Sox2^–^ glial cells display different potential for neuronal differentiation, spheres from Plp1-tdT and Sox2-tdT mice were induced to neuronal differentiation for 8–9 days. Firstly, both Plp1-tdT and Sox2-tdT positive cells developed typical bipolar neuronal morphology and expressed neuronal marker TUJ1 (Figure 3D). Intriguingly, while only ∼68% Plp1-tdT cells expressed TUJ1, more than 90% Sox2-tdT cells were co-labeled with TUJ1 (Figure 3E). Further analyses indicated that almost all TUJ1^+^ neurons were derived from Plp1^+^ glial cells but a large proportion of Plp1^+^ cells were unable to differentiate (Figure 3F, left). In contrast, although Sox2^+^ glial cells only contributed to ∼70% of total iNs, almost all Sox2^+^ cells were successfully differentiated (Figure 3F, right). These results indicate that Plp1^+^ cochlear glial cells are the major source of neuronal differentiation *in vitro*, and that Plp1^+^/Sox2^+^ glial subpopulation displays much higher potency/efficiency in neuronal differentiation compared to the Plp1^+^/Sox2^–^ glial cells (Figure 3G).

### P21 Cochlear Sox2^+^ Glial Cells Preserve High Potency of Neuronal Differentiation

As Sox2 expression marks a subpopulation of cochlear glial cells with high neuronal differentiation potency, we next examined the expression of Sox2 at different postnatal ages. The ratio of Sox2^+^ glial cells were calculated based on co-labeling with Sox10, a generic marker of cochlear glial cells similar to Plp1 (Jessen and Mirsky, 2005). We found that the percentage of Sox2^+^ glial cells gradually declined after birth (Figures 4A,B). Specifically, at P4, ∼70% glial cells were Sox2^+^, and the Sox2^+^ ratio decreased to ∼47 and ∼38% at P7 and P10. At hearing onset (P14), the percentage of Sox2^+^ glial cells reduced further to ∼30%, which was maintained at P21 (Figure 4C).

**FIGURE 4:**
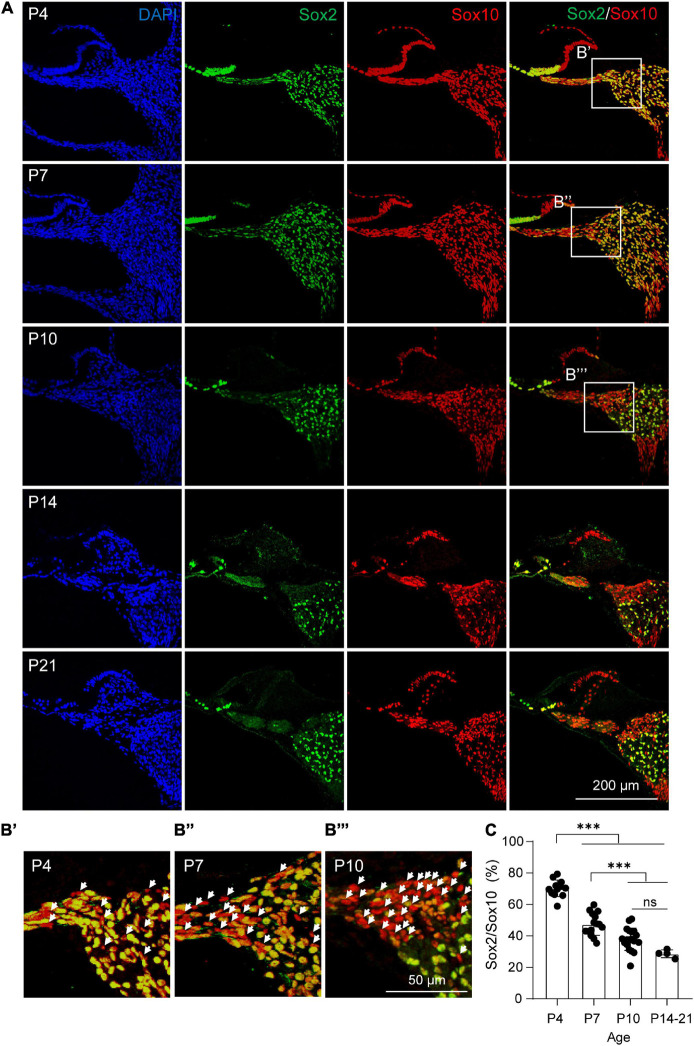
Dynamic changes of Sox2^+^ cochlear glial cells during postnatal development. **(A,B)** Immunocytochemical staining of Sox2 and Sox10 from P4, P7, P10, P14, and P21 cochleae. The white arrow represents the Sox2^–^/Sox10^+^ cell. **(C)** Percentages of Sox2^+^/Sox10^+^ cells from P4, P7, P10, and P14 to P21 cochleae. *N* = 4–13 sections from 3 cochleae, error bars represent mean ± SD. ***p < 0.001 by one-way ANOVA.

We next examined if the Sox2^+^ glial population remains highly efficient in neuronal differentiation at P21. Due to difficulties in obtaining sufficient cochlear glial cells in the calcified modiolus of P21 cochlea, the P21 cochlear glial cells were initially cultured 2D in SCM-FBS medium (Lang et al., 2011) and then transferred to 3D sphere suspension culture. We used the same inducible Plp1^CreERT^ and Sox2^CreERT^ to cross with Rosa26-tdTomato line to specific label the total glial cell population and Sox2^+^ glial cell subpopulation, respectively (Figure 3A). Lineage tracing was induced by tamoxifen injection from P17 to P20, and the cochlear glial cells isolated at P21. Both P21 Plp1-tdT and Sox2-tdT positive cells distributed at the periphery of spheres (Figure 5A), similar to the observation from the P4 spheres (Figure 3B). Followed by induction of neuronal differentiation, ∼55% Plp1^+^ glial cells were TUJ1 positive and ∼90% Sox2^+^ glial cells were TUJ1 positive (Figures 5B,C). In summary, the cochlear Sox2^+^ glial cell subpopulation preserves high potency of neuronal differentiation in both neonatal (P4) and P21 mice.

**FIGURE 5:**
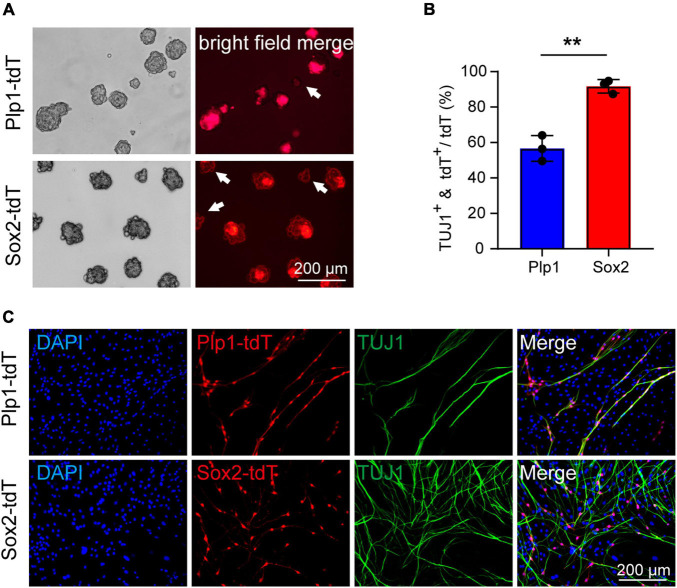
Cochlear Sox2^+^ glial subpopulation preserves high potency of neuronal differentiation in P21 mice. **(A)** Representative images of the Sox2-tdT and Plp1-tdT positive spheres culture 5 div. The white arrow represents the Plp1-tdT or Sox2-tdT negative spheres. **(B,C)** Representative images **(C)** and ratios **(B)** of TUJ1+ neurons differentiated from Sox2-tdT or Plp1-tdT positive cells. *N* = 3, error bars represent mean ± SD. **p < 0.01 by unpaired student’s *t*-test.

### Sox2 Downregulation Is Required for Efficient Neuronal Differentiation

To further investigate if the Sox2 expression contributes to the high neuronal differentiation potential of the Sox2^+^ glial cells, we overexpressed Sox2 in both Sox2^+^ and Sox2^–^ glial cells during 3D suspension culture of the spheres. Spheres were infected with lentivirus encoding Sox2-GFP or GFP control and the Sox2 overexpression was validated by both RT-qPCR and immunofluorescence (Figures 6A,B).

**FIGURE 6:**
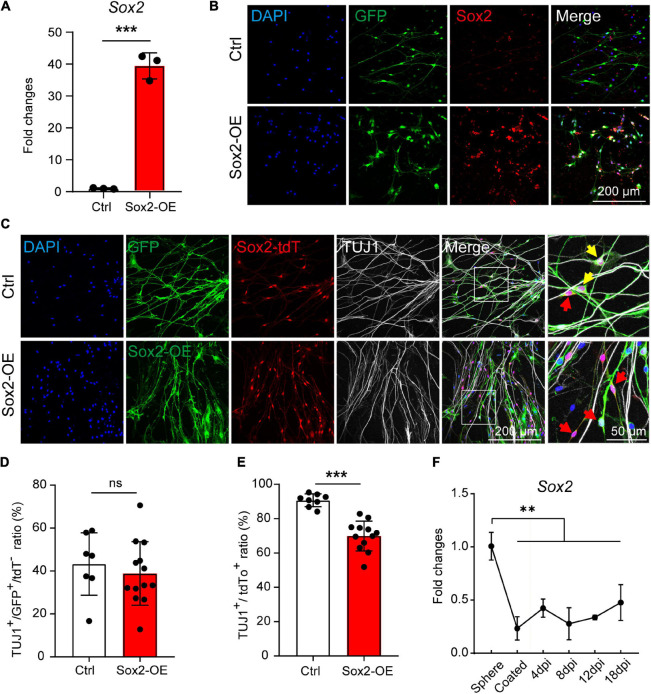
Sox2 overexpression inhibits the neuronal differentiation of Sox2^+^ glial cells. **(A,B)** mRNA expression **(A)** and immunocytochemical staining **(B)** of Sox2 overexpressed in cochlear glial cells. *N* = 3, error bars represent mean ± SD. **(C)** Immunocytochemical staining of TUJ1^+^ neurons differentiated from cochlear glial cells of Sox2-tdT mice. The yellow arrows represent TUJ1^+^/GFP^+^/tdT^+^ cells, and the red arrows represent TUJ1^–^/GFP^+^/tdT^+^ glial cells. **(D)** Quantification of TUJ1^+^/GFP^+^ cells from Sox2-tdT negative glial cells. *N* = 8–13 images from 3 coverslips, error bars represent mean ± SD. **(E)** Quantification of TUJ1^+^/Sox2-tdT^+^ cells from glial cells overexpressing either GFP or Sox2. *N* = 7–11 images from 3 coverslips, error bars represent mean ± SD. **(F)** mRNA expression of *Sox2* during induced neuronal differentiation of the cochlear glial cells at different conditions and time points. *N* = 3, error bars represent mean ± SD. **p < 0.01, ***p < 0.001 by one-way ANOVA **(F)** or unpaired student’s *t*-test **(A,E)**.

Next, the spheres were induced to neuronal differentiation for 8–9 days and were immuno-stained with TUJ1 antibody. We first evaluated the effect of Sox2 overexpression on neuronal differentiation of Sox2^–^ glial cells. Neuronal differentiation of Sox2^–^ glial cells, as marked by TUJ1^+^/Sox2-tdT^–^ cells, was not affect by Sox2 overexpression compared to GFP controls (Figures 6C,D). This result suggest that the incompetence of Sox2^–^ glial cells in neuronal differentiation is not due to lack of Sox2 expression. To our surprise, neuronal differentiation of the Sox2-tdT (Sox2^+^) glial cells was significantly reduced after Sox2 overexpression (Figures 6C,E). Consistently, *Sox2* expression was decreased dramatically from the proliferative stage in 3D culture to the differentiation stage in 2D culture, and then maintained at a stably low level during the entire process of neuronal differentiation (Figure 6F). These results suggest that Sox2^+^ glial cells exhibit high potential for neuronal differentiation independent of Sox2 expression, and that downregulation of Sox2 is required for efficient neuronal differentiation.

### Small Molecules Promote Neuronal Differentiation and Maturation Toward Spiral Ganglion Neuron Fate

Although cochlear glial cells can be differentiated into iNs, the specific markers for SGNs were rarely detected, indicative a major huddle in SGN fate conversion and maturation. Small molecules have been reported to promote neuronal reprogramming from somatic and glial cells (Hu et al., 2015; He et al., 2017; Belin-Rauscent et al., 2018). To promote the neuronal differentiation and maturation to SGNs from cochlear glial cells, we next screened 10 neurogenic small molecules that were shown to activate neuronal signaling pathways, inhibit glial signaling pathways, or modulate epigenetics to promote neuronal reprogramming. Small molecules selected for our initial screening were as follows: SB431542, CHIR99021, Y27632, retinoic acid (RA), valproic acid (VPA), Forskolin, ISX9, I-BET151, Vitamin C (Vc), and LIF.

It has been reported that Forskolin, ISX9, I-BET151, and CHIR99021 (FIBC) combination induced neuronal differentiation from mouse embryonic fibroblasts (MEFs) and astrocytes efficiently (Hu et al., 2015; He et al., 2017). Firstly, we used the FIBC combination to test the concentration for neuronal differentiation from cochlear glial cells (Supplementary Figure 2A). Based on the bipolar neuronal morphology of TUJ1^+^ cells and minimal cytotoxicity, we identified the optimal concentrations of Forskolin (20 μM), ISX9 (20 μM), I-BET151 (2 μM), and CHIR99021 (10 μM). Next, we induced the neuronal differentiation with FIBC in the presence of SB431542, Y27632 (Y), RA, VPA, Vc, or LIF (L). The results showed FIBC and Y27632 (FIBCY) and FIBC and LIF (FIBCL) increased the expression of Prox1 (Supplementary Figure 3E), an SGN marker, compared with other small molecules (Supplementary Figure 2B). Thus, we used FIBCY and FIBCL as the small molecules cocktail for neuronal induction and maturation.

RT-qPCR results also showed increased expression of generic neuronal markers such as *Tubb3* (Supplementary Figures 3A,B), and SGN-specific markers including *Prox1*, *Islet1*, and *Scrt2* (Supplementary Figure 3G) of the iNs by small molecules FIBCL compared with SCDM or IM control medium (Figure 7A). Furthermore, the expression of *Tubb3*, *Scrt2*, and *Islet1* were further increased in a temporal manner during neuronal differentiation (Figure 7A, 7 dpi vs. 18 dpi). FIBCY and FIBCL increased the number of TUJ1^+^ cells and induced both co-labeling of TUJ1 and Prox1 (Figure 7B). Quantitative analyses indicate that FIBCY and FIBCL significantly increased the percentage of overall TUJ1^+^ cells (Figure 7C) and percentage of TUJ1^+^ cells co-expressing Prox1 (Figure 7D). FIBCL appeared to perform better in inducing TUJ1^+^ iNs than FIBCY (Figure 7C). These results suggested that FIBCY/FIBCL promoted neuronal differentiation and maturation toward SGNs from neonatal cochlear glial cells.

**FIGURE 7:**
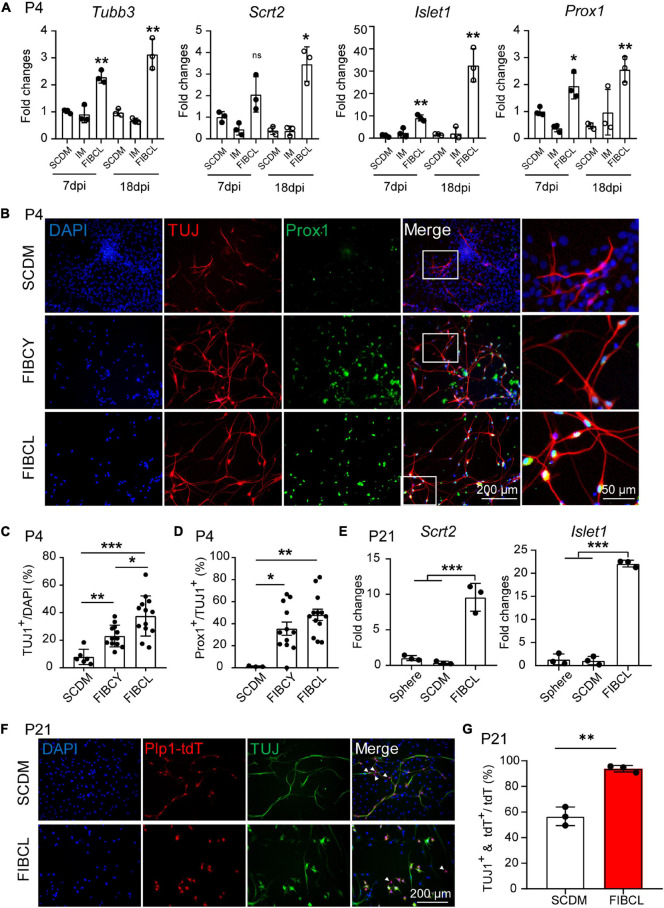
Small molecules promote neuronal differentiation and maturation of cochlear glial cells. **(A)** RT-qPCR gene expression analyses of P4 cochlear glial cells differentiated in SCDM, IM or FIBCL at 7 and 18 div. FIBCL, Forskolin, ISX9, I-BET151, CHIR99021, and LIF. *N* = 3, error bars represent mean ± SD. **(B)** Immunocytochemical stainings of TUJ1 and Prox1 in neurons induced from P4 cochlear glial cells at different conditions. **(C,D)** Percentages of TUJ1 positive cells **(C)** and TUJ1/Prox1 double positive cells **(D)** differentiated in SCDM, FIBCY, or FIBCL. *N* = 3–13 images from 2 wells of each condition, error bars represent mean ± SD. **(E)** mRNA expression of SGN markers *Scrt2* and *Islet1*. *N* = 3, error bars represent mean ± SD. **(F)** Immunocytochemical staining of TUJ1 of induced neurons from P21 Plp1-tdT cochlear glial cells. The white arrowheads represent the Plp1-tdT^+^/TUJ1^–^ cells. **(G)** Percentages of TUJ1 positive cells differentiated from P21 Plp1-tdT^+^ cochlear glial cells. *N* = 3, error bars represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA **(A,C–E)** or unpaired student’s *t*-test **(G)**.

We then induced neuronal differentiation of P21 Plp1-tdT glial cells in the presence or absence of FIBCL. For P21 glial cells, FIBCL also promoted the expression of SGN markers *Scrt2*, *Islet1* (Figure 7E). Remarkably, FIBCL treatment resulted in a significant increase in the percentage of TUJ1^+^/Plp1-tdT^+^ cells (∼90%) compared to the control group (∼55%) (Figures 7F,G). As Plp1^+^/Sox2^+^ but not Plp1^+^/Sox2^–^ cells showed potent neuronal differentiation in control condition, FIBCL treatment may have also promoted neuronal differentiation of Plp1^+^/Sox2^–^ glial cells. Together, these results highlight the effectiveness of small molecule combinations FIBCY and FIBCL in promoting neuronal differentiation and SGN maturation of neonatal and P21 cochlear glial cells.

### FIBCL-Induced Neurons Display Similar Transcriptomic Profile as the Primary Spiral Ganglion Neurons

To evaluate the maturity under different induction conditions of iNs, we performed transcriptome sequencing analyses. 

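Gene expression was measured by poly(A) RNA-seq in 12 libraries, with 3 libraries each from spheres of postnatal day 4 cochlear glial cells and from cells differentiated in SCDM, SCDM/FGF and FIBCL. SCDM contained BDNF and NT3 at 50 ng/ml each, and SCDM/FGF also contained bFGF at 100 ng/ml. FIBCL was Forskolin (20 μM), ISX9 (20 μM), I-BET151, CHIR99021 (10 μM) and LIF (1000 U/ml) in Neurobasal medium with bFGF, for which the methods list neither BDNF nor NT3. The base medium, the growth factors and the small molecules therefore differed together between SCDM and FIBCL. The I-BET concentration is 1 to 2 μM in the methods, 2 μM as the optimum in the results of the screen and 1 μM in the sample labels. For the FIBCL medium the methods give bFGF at 100 ng/ml, and the labels list it both at 50 and at 100 ng/ml. The methods give 9 days or more of differentiation for immunocytochemistry and qPCR, and the labels give 14 days. In the deposited table, the columns of the FIBCL libraries carry the name FIBC, which the paper also uses for the mixture without LIF, while the sample labels and Figure 8 name FIBCL. The table alone does not show whether LIF was in the medium of these libraries. The authors trimmed the reads with SeqPrep and Sickle, aligned them with TopHat and quantified 55487 genes with RSEM. The deposited values are TPM written with 2 decimals, while the methods speak of fragments per kilobase. TPM does not keep the number of reads, so the depth of the libraries is unknown. Each library had between 21625 and 22281 genes above 0. The listed TPM summed to between 899290 and 911080 in FIBCL and between 982070 and 994840 in the other groups. Of 15 housekeeping genes, none was listed at 0 in any library, and their lowest value was 15.1 TPM. TPM values were rescaled by the trimmed mean of log2 ratios over the 8434 genes with at least 5 TPM in all libraries, with 30% trimmed at each end. This moved the median log2 fold change of all genes between FIBCL and SCDM from −0.40 in the deposited TPM to −0.07. The 16016 genes with at least 1 TPM in at least 3 libraries were tested by limma on log2(scaled TPM + 1), in one model of the 4 groups with 6 comparisons. Fold changes are on this scale, which understates the change of genes with low values.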

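Pearson r of log2(scaled TPM + 1) was computed across genes between each differentiated library and the sphere libraries. Genes are not independent replicates, so the spread is given between libraries. In SCDM the mean r with the spheres was 0.922 ± 0.00198 (SD, n = 3), and in SCDM/FGF it was 0.925 ± 0.00174 (SD, n = 3). The 9 pairs of SCDM and sphere libraries had r between 0.919 and 0.926, and the pairs with SCDM/FGF reached 0.928. Sphere libraries had r between 0.984 and 0.985 with each other. The difference between the media was not distinguishable (two-sided exact permutation test, p = 0.2, and also 0.2 after Benjamini-Hochberg adjustment over 3 comparisons). With 3 libraries against 3, this test cannot give a p below 0.1. Over the alternative settings, r lay between 0.887 on unlogged TPM and 0.962 over all genes above 0 for SCDM, and between 0.885 and 0.963 in the same settings for SCDM/FGF.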

Pearson correlation analyses showed that the expression profiles of neurons induced by SCDM and SCDM/FGF were relatively closer to that of the spheres (Figure 8A). However, the overall expression profile of FIBCL-iNs was distinct from those of the spheres, SCDM or SCDM/FGF, and was more similar to that of the primary SGNs (Figure 8A). In addition, the results of principal component analyses (PCA) showed that FIBCL-iNs were similar to the SGNs (Figure 8B). 

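FIBCL-iNs had a mean r of 0.814 ± 0.00193 (SD, n = 3) with the spheres, lower in each library than in any SCDM or SCDM/FGF library. The difference was 0.108 from SCDM and 0.112 from SCDM/FGF, each at the smallest p the two-sided exact permutation test allows for 3 against 3 (p = 0.1, adjusted 0.15). On unlogged TPM, r between FIBCL and the spheres was 0.539. On the log scale, FIBCL libraries had a mean r of 0.792 with SCDM and 0.804 with SCDM/FGF, against at least 0.983 with each other. On unlogged TPM these means were 0.671 with SCDM and 0.509 with SCDM/FGF, so the order of SCDM and spheres reversed. In a principal component analysis of the 12 libraries, centred and not scaled, PC1 held 60.5% of the variance and PC2 held 15.8%. On these components, the distance to the mean of the spheres was 164 ± 0.72 in FIBCL, 93.1 ± 1.99 in SCDM and 81.2 ± 2.59 in SCDM/FGF (SD, n = 3). FIBCL thus lay 1.76 times as far from the spheres as SCDM. The primary SGN libraries come from another study and were not used here.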

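Genes were counted as changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, the limit read by eye from the volcano plot. Between FIBCL and SCDM, 1263 of the genes tested were higher and 1597 were lower in FIBCL (limma with Benjamini-Hochberg adjustment). The adjusted p alone gave 5234 higher and 6246 lower genes, among the alternatives that moved this count most. On the deposited TPM without rescaling, 908 genes were higher and 2054 lower. The FIBCL and SCDM libraries did not overlap for 74.7% of the genes tested, against 10% by chance. Leaving out each library of these groups in turn gave from 2851 to 2877 changed genes. Between FIBCL and SCDM/FGF, 1116 genes were higher and 1569 lower, and between FIBCL and spheres 1142 were higher and 1408 lower. The control media moved fewer genes. SCDM differed from spheres by 603 higher and 386 lower genes, SCDM/FGF from spheres by 660 higher and 307 lower, and SCDM/FGF from SCDM by 462 higher and 315 lower.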

Comparing the differentially expressed genes between SCDM and FIBCL-iNs, we found about 3200 genes in the FIBCL group were significantly upregulated and 3000 genes were significantly downregulated (Figure 8C). 

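Fixed lists of genes stood in for GO terms and KEGG pathways. Each list was tested between FIBCL and SCDM by camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 24 lists. Of 34 genes for neuron development, 27 rose at an adjusted p under 0.05 in limma and 4 fell, with a median log2 fold change of 2.47 (camera, adjusted p = 5.73e-08). Of 38 genes for synaptic vesicles and transmitter release, 31 rose and 3 fell, with a median of 2.12 (camera, adjusted p = 1.14e-09). The 26 neurotransmitter receptor genes had a median of 1.02 (camera, adjusted p = 0.000698), and 13 of the 16 calcium channel genes rose while none fell (median 1.28, camera, adjusted p = 0.000218). Of 25 myelination genes, 20 fell and 2 rose, with a median of −1.60 (camera, adjusted p = 2.59e-05). Of 105 cytokine, chemokine and receptor genes, 61 fell and 27 rose (median −0.80, camera, adjusted p = 0.0125). The 78 other G protein-coupled receptor genes had a median of −0.60 and were not called (camera, adjusted p = 0.109). Collagen genes, another category of Figure 8E, fell with a median of −3.29 over 39 genes (camera, adjusted p = 1.04e-09). Of the neuron development and synaptic genes tested, 22 and 25 were also expressed in spheres, and 5 and 4 of the lists' genes are named by the paper. Camera called 16 of the 24 lists, fry called 23, and camera with an estimated correlation called 9, and these 9 were called by all 3 tests. The neuron development, synaptic, receptor, calcium channel and collagen lists were among the 9. With the correlation estimated, the adjusted p was 0.0782 for myelination and 0.0594 for the cytokine list, and fry called the receptor list that camera did not call (adjusted p = 1.21e-09). Fry asks whether the genes of a list change at all, while camera compares them with the other genes. A call by fry alone is therefore not evidence of enrichment.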

The GO and KEGG enrichment analyses of these genes, respectively showed that the upregulated genes were mainly enriched in neuron development, neurotransmitter, synapse and calcium ion channels; while the downregulated genes contained glial cell migration and myelination, as well as GPCR and cytokine signaling pathways (Figures 8D–G).

**FIGURE 8:**
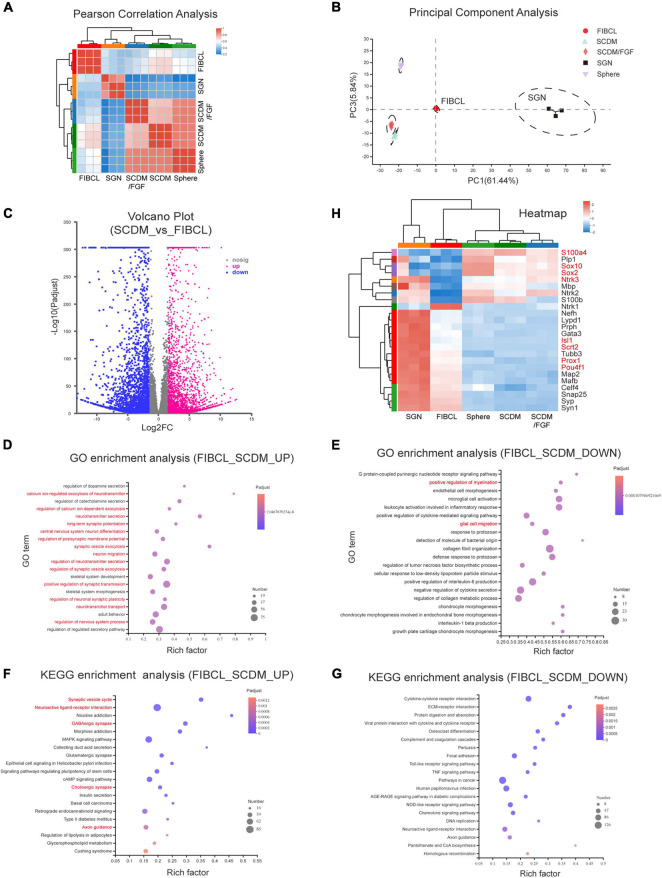
Transcriptomic analyses of the induced neurons. **(A,B)** Pearson correlation analysis **(A)** and principal component analysis **(B)** of neurospheres, differentiated culture in SCDM, SCDM/FGF, FIBCL media, and primary SGNs. **(C)** Volcano graph of the genes upregulated and downregulated in the FIBCL-induced neurons compared to the SCDM media. **(D,E)** GO enrichment analysis of upregulated **(D)** and downregulated **(E)** functional pathways in the FIBCL-induced neurons compared to the SCDM media. **(F,G)** KEGG enrichment analysis of upregulated **(D)** and downregulated **(E)** cellular processes in the FIBCL-induced neurons compared to the SCDM media. **(H)** Heatmap graph of specific glial and neuronal genes expressed in spheres, differentiated culture in SCDM, SCDM/FGF, FIBCL media, and primary SGNs. Changes in expression of selected genes (gene symbol highlighted in red) were validated by RT-qPCR in Supplementary Figure 4.

Analyses of specific gene expression revealed that glial cell-specific genes such as *Plp1*, *Sox10*, *S100*β, and *MBP* still maintained high expression in sphere, SCDM and SCDM/FGF groups, but the expression levels of these genes were significantly downregulated in FIBCL-iNs group (Figure 8H). 

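By the GRCm38 annotation, Sox10 (ENSMUSG00000033006) lies on chromosome 15 from 79154908 to 79165240, S100b (ENSMUSG00000033208) on chromosome 10 from 76253853 to 76261159 and Mbp (ENSMUSG00000041607) on chromosome 18 from 82475146 to 82585637. Sox10 was at 83.5 ± 1.55 scaled TPM in spheres, 28.9 ± 2.01 in SCDM, 30.9 ± 4.95 in SCDM/FGF and 8.87 ± 0.994 in FIBCL (SD, n = 3 in each group here and in the genes that follow). Its log2 fold change in FIBCL against SCDM was −1.60 (standard error 0.107, limma with Benjamini-Hochberg adjustment, adjusted p = 8.72e-08). S100b was at 81.2 ± 6.50 in spheres, 49.4 ± 5.78 in SCDM, 8.81 ± 1.65 in SCDM/FGF and 1.38 ± 0.102 in FIBCL. It changed by −4.40 against SCDM (limma, adjusted p = 3.79e-11) and by −2.03 against SCDM/FGF (limma, adjusted p = 2.57e-08). Mbp was at 35.4 ± 1.43 in spheres, 32.3 ± 2.39 in SCDM, 13.5 ± 1.57 in SCDM/FGF and 1.16 ± 0.833 in FIBCL. It changed by −4.02 against SCDM (limma, adjusted p = 1.30e-08). Without the small molecules, Sox10 changed from spheres by −1.50 in SCDM and −1.42 in SCDM/FGF (limma, adjusted p = 4.76e-07 and 8.15e-07), and Mbp by −0.13 and −1.33 (limma, adjusted p = 0.653 and 0.000334).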

Interestingly, Sox2 expression was also further reduced after FIBCL treatment (Figure 8H), consistent with an inhibitory role of Sox2 in neuronal differentiation (Figure 6). In addition, expression levels of neuron-specific genes such as *Tubb3*, *Nefh*, *Snap25*, *Syp* (Supplementary Figure 3D), and *Map2* (Supplementary Figure 3F) were induced in SCDM and SCDM/FGF groups compared to the spheres, which were further upregulated in the FIBCL group (Figure 8H). 

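Sox2 (ENSMUSG00000074637) lies on chromosome 3 from 34650405 to 34652461 of GRCm38. It was at 67.6 ± 0.570 scaled TPM in spheres, 12.4 ± 1.59 in SCDM, 17.6 ± 1.19 in SCDM/FGF and 0.451 ± 0.255 in FIBCL (SD, n = 3). From spheres its log2 fold change was −2.37 to SCDM and −1.88 to SCDM/FGF (limma with Benjamini-Hochberg adjustment, adjusted p = 2.91e-08 and 2.06e-07). FIBCL was lower again than SCDM by −3.21 (standard error 0.12, limma, adjusted p = 5.80e-10), and this value stayed between −3.37 and −3.11 with each library left out in turn.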

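In the same annotation, Tubb3 (ENSMUSG00000062380) lies on chromosome 8 from 123411424 to 123422015, Nefh (ENSMUSG00000020396) on chromosome 11 from 4938754 to 4948064, Snap25 (ENSMUSG00000027273) on chromosome 2 from 136713453 to 136782428, Syp (ENSMUSG00000031144) on chromosome X from 7638471 to 7653256 and Map2 (ENSMUSG00000015222) on chromosome 1 from 66175273 to 66442583. Tubb3 was at 4.84 ± 0.510 scaled TPM in spheres, 11.5 ± 0.485 in SCDM, 11.7 ± 1.53 in SCDM/FGF and 81.2 ± 3.72 in FIBCL (SD, n = 3 throughout). It rose from spheres by a log2 fold change of 1.10 to SCDM and 1.11 to SCDM/FGF (limma with Benjamini-Hochberg adjustment, adjusted p = 2.15e-06 and 2.12e-06), and by a further 2.71 from SCDM to FIBCL (standard error 0.095, limma, adjusted p = 3.32e-10). None of the other 4 genes rose from spheres to a control medium. From spheres to SCDM, Nefh changed by −0.05 (limma, adjusted p = 0.753), Syp by −0.13 (limma, adjusted p = 0.491) and Map2 by −0.08 (limma, adjusted p = 0.729), and Snap25 fell by 0.45 (limma, adjusted p = 0.00941). To SCDM/FGF the adjusted p in limma was 0.461, 0.391, 0.0578 and 0.35 for the same 4 genes. All 5 genes rose in FIBCL. Snap25 was at 37.6 ± 0.142 scaled TPM in FIBCL and 0.0539 ± 0.0933 in SCDM, Syp at 58.3 ± 9.54 and 0.898 ± 0.0735, and Map2 at 36.8 ± 5.05 and 5.23 ± 1.14. Their log2 fold changes were 5.20, 4.95 and 2.61 (limma, adjusted p = 1.44e-11, 6.52e-11 and 1.04e-07). Nefh, at 1.73 ± 0.138 in FIBCL and 0.0943 ± 0.0413 in SCDM, rose by 1.32 (limma, adjusted p = 4.14e-07), below the limit of 1.5, while with a pseudocount of 0.1, chosen after seeing the data, it rose by 3.26 (limma, adjusted p = 1.44e-05).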

Finally, the expression levels of SGN-specific genes such as *Isl1*, *Pou4f1*, *Prox1*, *Gata3* (Supplementary Figure 3C), and *Mafb* were also significantly upregulated, while cochlear glial genes such as *Sox10*, *Sox2*, and *S100a4* were downregulated in the FIBCL-iNs (Figure 8H and Supplementary Figure 4). 

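Isl1 (ENSMUSG00000042258) lies on chromosome 13 from 116298281 to 116309689, Pou4f1 (ENSMUSG00000048349) on chromosome 14 from 104461676 to 104467999, Prox1 (ENSMUSG00000010175) on chromosome 1 from 190118035 to 190170714 and Gata3 (ENSMUSG00000015619) on chromosome 2 from 9857078 to 9890034 of GRCm38. In FIBCL, Isl1 was at 2.12 ± 0.492 scaled TPM, Pou4f1 at 3.08 ± 0.163, Prox1 at 3.97 ± 0.0152 and Gata3 at 2.81 ± 0.257 (SD, n = 3). Isl1 and Pou4f1 were at 0.0124 ± 0.0215 and 0.0632 ± 0.0580 in SCDM, and Prox1 and Gata3 at 0.176 ± 0.0566 and 0.182 ± 0.00591 (SD, n = 3). Their log2 fold changes from SCDM to FIBCL were 1.61, 1.94, 2.08 and 1.69 (limma with Benjamini-Hochberg adjustment, adjusted p = 2.05e-07, 3.82e-09, 1.80e-09 and 1.44e-07). S100a4 (ENSMUSG00000001020, chromosome 3, 90603771 to 90606045) was at 101 ± 10.6 in SCDM and 31.2 ± 5.05 in SCDM/FGF. In the FIBCL libraries it was listed at 0, 0.50 and 1.89 TPM before scaling, and it changed by −5.84 against SCDM (standard error 0.341, limma, adjusted p = 2.72e-08).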

Overall, the RNA-seq results indicate that iNs in control medium were at the immature state, retaining some of the glial cell characteristics; while small molecules FIBCL removed glial cell barriers and further promoted neuronal maturation.

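Of the 32 genes the paper names, 28 passed the limit on low values and were tested. Between FIBCL and SCDM, 17 of them rose and 11 fell at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment over all genes), and 17 and 11 when adjusted over the list alone. Part of this list was chosen in the study on these libraries, so neither count is independent evidence. The same limit holds for the tests of its glial, neuronal and SGN genes below. From spheres to SCDM, 3 of the 28 genes rose and 11 fell, both over all genes and adjusted over the list alone, and from spheres to SCDM/FGF 3 rose and 10 fell. The median log2 fold change from SCDM to FIBCL was −3.61 over the 6 glial genes, 2.71 over the 5 neuronal genes and 1.68 over the 6 SGN genes with Scrt2. Camera gave these lists adjusted p values of 0.000822, 0.000639 and 0.000559, and with the correlation estimated the glial list was at 0.0575. Markers of other neurons rose as well. The median was 2.00 for autonomic neurons and 1.48 for nociceptors, with 4 genes each, too few for a test. It was 0.43 over 7 central neuron genes (camera, adjusted p = 0.198). The rise of the SGN genes was thus not shown to be particular to SGNs. Of the other genes in Figure 8H, Syn1 (3.97), Celf4 (2.33) and Lypd1 (1.51) rose and Ntrk2 fell by 3.88 (limma, adjusted p = 9.08e-12, 5.29e-09, 9.18e-05 and 1.43e-11). With each library left out in turn, Lypd1 kept an adjusted p under 0.05 and lay between 1.23 and 1.71, on both sides of the limit of 1.5. Prph was above 1 TPM in only 2 libraries and was not tested. From its RNA-seq results overall, the paper concludes that neurons induced in control medium were immature and kept some glial characteristics, and that FIBCL removed glial barriers and promoted neuronal maturation.

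**Figure D1:**
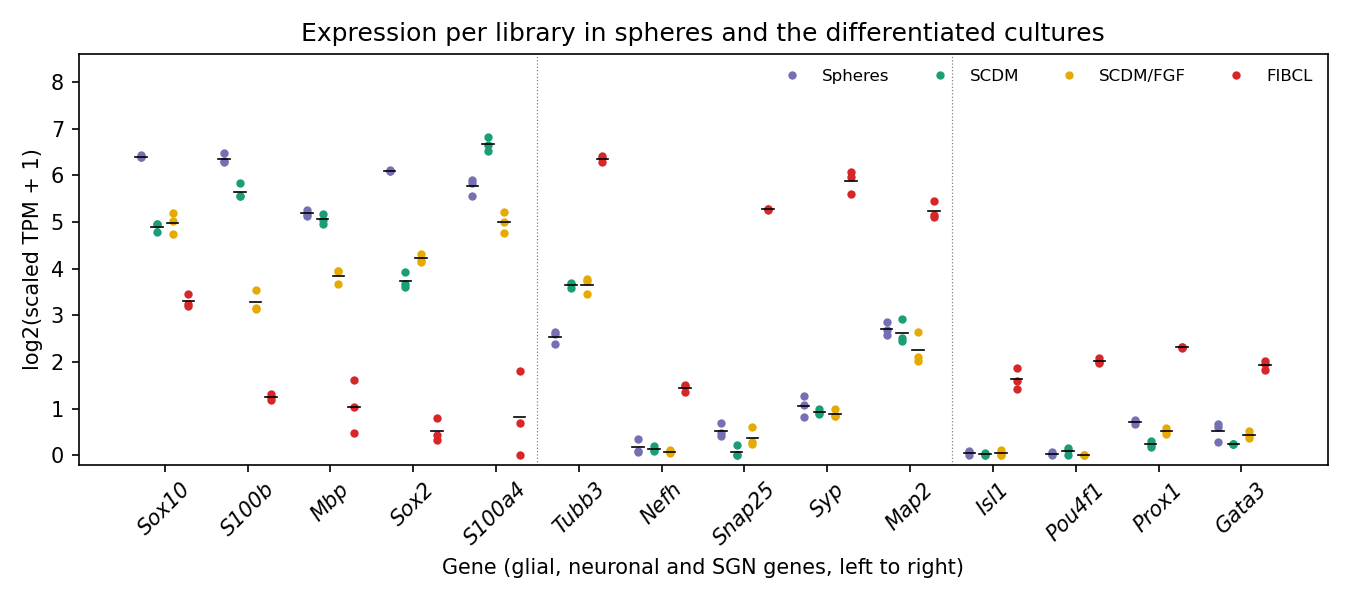
Log2(scaled TPM + 1) of glial, neuronal and SGN genes of the paper in each library of spheres, SCDM, SCDM/FGF and FIBCL. Each point is 1 of the 3 libraries of a group, each black line is the mean of the group on this scale, and dotted lines separate the 5 glial, 5 neuronal and 4 SGN genes plotted. The FIBCL points lie below all others for each glial gene and above all others for each neuronal and SGN gene.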

## Discussion

Spiral ganglion neurons lack the ability to regenerate after damage in the mammalian cochlea, which is a major cause of auditory neuropathy and may compromise the therapeutic effects of cochlear implants (Guo et al., 2019). Extensive studies have been performed using neural stem cells for regeneration of neurons and the SGNs (Fang et al., 2019; Li et al., 2019; Tang et al., 2019; Han et al., 2020; Xia et al., 2020; Yang et al., 2020, 2021; Yuan et al., 2021). Yet, functional regeneration of SGNs from the resident glial cells may represent a novel strategy for hearing restoration caused by SGN damages. In this study, we found that the cochlear Sox2^+^ glial cell subpopulation exhibits high potency of neuronal differentiation, and the efficiency of neuronal differentiation requires Sox2 downregulation. Furthermore, we identified a small molecule combination that promotes neuronal differentiation and maturation toward SGN fate (Figure 9).

**FIGURE 9:**
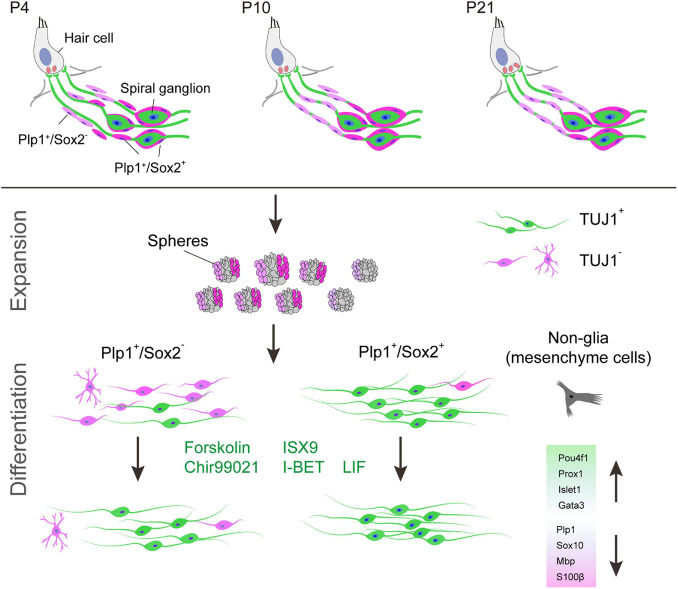
Graphic summary of cochlear Sox2^+^ glial cells as potent progenitors for spiral ganglion neuron reprogramming induced by small molecules. Sox2^+^ cells are a subpopulation of Plp1^+^ cochlear glial cells. Although both Sox2^+^ and Sox2^–^ glial cells can form neurospheres, Plp1^+^/Sox2^+^ spheres are more neurogenic compared to Plp1^+^/Sox2^–^ spheres. Efficiency and maturity of the induced neurons can be further improved by a small molecule cocktail.

### Cochlear Sox2^+^ Glial Cell Subpopulation as Potent Neuronal Progenitors

The starting progenitor population is one of the key considerations for successful cell fate reprogramming (Gascon et al., 2017). In the brain and retina, astrocytes (Guo et al., 2014; Qian et al., 2020) and Müller glial cells (Qian et al., 2020) have been shown to convert to new neurons and retinal ganglion cells under specific conditions. Cochlear glial cells were regarded as specialized cells and exhibited characteristics as well as corresponding functions of glial cells. Similar to the central glial cells, cochlear glial cells can also proliferate and regenerate themselves upon injury *in vivo* (Lang et al., 2015; Wan and Corfas, 2017), suggesting that these glial cells may also function as progenitors for SGNs.

Cochlear glial cells are heterogeneous and include SCs and Satellite cells (Wan and Corfas, 2017). While Plp1 and Sox10 are generic markers for cochlear glial cells, Sox2 is only expressed in a subset of glial cells. Sox2^+^ glial cells are mainly located around the SGN cell body, which overlapped with SGCs. A few Sox2^+^ glial cells are also located along SGN axons at OSL after P14 in mice. In this study, we identified Sox2^+^ glial cells sub-population as potent neuronal progenitors compared to Sox2^–^ glial cells, suggesting that Sox2^+^ glial cells may be the target progenitor population for SGN regeneration in future studies.

In recent years, mechanisms of proliferation and neuronal differentiation of the cochlear glial progenitor has been under close investigation. The Plp1^+^ cochlear glial cells serve as potent progenitors for neurons, astrocytes and oligodendrocytes, but not hair cells *in vitro* (McLean et al., 2016). Cochlear glial cells isolated from Sox2-eGFP reporter mice also displayed potent neurogenic potential *in vitro* (Lang et al., 2015; Meas et al., 2018a). However, a direct comparison of glial subpopulations is lacking and the iNs did not appear to mature as SGNs. Importantly, two groups recently reported that iNs can be generated from Plp1^+^ glial cell by Ng1/Nd1 or Lin28 overexpression *in vivo* post-SGN injury, and that iNs expressed both pan-neuronal and SGN markers (Kempfle et al., 2020; Li X. et al., 2020). However, the efficiency of neuronal conversion and neuronal maturity is still limited. Based on our findings, we believe that direct reprogramming of the Sox2^+^ glial cells may be key to enhance functional glia-to-neuron conversion *in vivo*.

### Role of Sox2 Expression in Neuronal Differentiation From Cochlear Glial Cells

Developmentally, Sox2 is generally expressed in a variety of cells types including neuronal stem cells (Graham et al., 2003; Zhang and Cui, 2014; Cui et al., 2018) and tissue specific cells, such as DRG satellite cells and cochlear supporting cells (Kiernan et al., 2005; Koike et al., 2015). Our finding on higher potential of Sox2^+^ glial cells poses a question on whether Sox2 expression is required for efficient neuronal induction or merely serves as a marker for progenitors with high neurogenic potential. Our results point to the later scenario and may also suggest that Sox2 serves as an inhibitory signal for efficient neuronal induction. This notion is consistent with the observations in CNS, whereby Sox2 was highly expressed in neuronal progenitor cells (NPCs) and inhibited the neuronal differentiation of these progenitor cells (Graham et al., 2003; Cavallaro et al., 2008). Sox2 expression was gradually downregulated during the process of neuronal differentiation (Cavallaro et al., 2008; Cui et al., 2018; Mercurio et al., 2019). Knockdown of Sox2 partially rescued the impairment of neuronal differentiation induced by miR-145 downregulation (Morgado et al., 2016).

Intriguingly, although Sox2 was downregulated during neuronal differentiation of the cochlear glial cells, we observed that the iNs still maintained the expression of Sox2 at a specific level. Sox2 expression of iNs was higher than that of SGNs, which may present a barrier for further neuronal maturation. This is in congruence with our finding that the small molecule cocktail promoted further neuronal maturation while also significantly reduced the expression of Sox2.

### Small Molecules Promote Efficiency and Maturity of Induced Neurons

Neuronal reprogramming may not be initiated due to the stable barriers of glial cells identity and lack of neuronal factors to regulate specific transcriptional program (Mertens et al., 2016; Black and Gersbach, 2018; Li et al., 2018). Small molecules that modulate specific signaling pathways have been shown to promote neuronal reprogramming. For example, small molecules CHIR99021, Forskolin, and ISX9 were shown to improve the neuronal conversion and differentiation (Schneider et al., 2008; Dworkin and Mantamadiotis, 2010; Liu et al., 2013; Li et al., 2015; Gao et al., 2017; Gascon et al., 2017; Yang et al., 2019). IBET151 serves to erase the initial cell-fate specific gene expression pattern (Di Micco et al., 2014; Li et al., 2015; Wu et al., 2015; Marazzi et al., 2018). VPA has been reported to enhanced neuronal induction of cochlear glial cells (Moon et al., 2018). However, more small molecules were hardly studied in cochlear glia-to-neuron induction.

In this study, the small molecule cocktail we identified can promote neuronal maturation and cell fate conversion toward SGNs. The results showed upregulation of generic neuronal genes and SGN specific genes such as *Prox1*, *Islet1*, *Pou4f1*, and *Scrt2*. 

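In the RNA-seq libraries, Scrt2 (ENSMUSG00000060257, chromosome 2 of GRCm38, 152081529 to 152095802) was listed at 0 in all 3 SCDM libraries, at 0 or 0.02 TPM in SCDM/FGF, and between 1.18 and 1.34 TPM in FIBCL before scaling. The difference on the log2(scaled TPM + 1) scale was 1.38 (standard error 0.09, limma with Benjamini-Hochberg adjustment, adjusted p = 7.10e-08). This is under the limit of 1.5 used for the counts of changed genes, and no fold is given against a group listed at 0.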

Consistent with previous reports that Ng1/Nd1 or Lin28 induced glial cells-to-auditory neuron conversion in the cochlea (Kempfle et al., 2020; Li X. et al., 2020), the iNs also exhibited increased expression of both *Nd1* and *Lin28*. Furthermore, we observed the downregulation of glial cell markers such as Plp1, Sox10, S100β, and MBP. Thus, the small molecule cocktail induces neuron differentiation and maturation by removal of glial identity and establishment of neuronal identity.

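Neurod1 (Nd1, ENSMUSG00000034701, chromosome 2 of GRCm38, 79452521 to 79456751) was listed at 0 in every SCDM library and at 1.70, 1.73 and 2.06 TPM in the FIBCL libraries. Its difference on the log2(scaled TPM + 1) scale was 1.71 (limma with Benjamini-Hochberg adjustment, adjusted p = 2.73e-08). Lin28b was listed at 0.73, 0.56 and 0.61 TPM in FIBCL and at 0, 0.06 and 0 in SCDM, and Lin28a at 0.21, 0.24 and 0.15 in FIBCL and at 0 in all other libraries. Both Lin28 genes stayed under 1 TPM in every library and were not tested. Neurog1 was listed at no more than 0.10 TPM in any library.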

### Outlook Into Functional Maturation of the Induced Neurons

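In the RNA-seq libraries of P4 glial cells, Ntrk3 (ENSMUSG00000059146, chromosome 7 of GRCm38, 78175959 to 78738012), which encodes the NT3 receptor, was at 9.73 ± 0.637 scaled TPM in spheres, 12.0 ± 0.964 in SCDM, 21.1 ± 2.35 in SCDM/FGF and 1.44 ± 0.243 in FIBCL (SD, n = 3). Its log2 fold change in FIBCL was −2.42 against SCDM and −3.18 against SCDM/FGF (standard error 0.103 for both, limma with Benjamini-Hochberg adjustment, adjusted p = 1.74e-09 and 1.88e-10).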

Although the small molecule cocktail greatly promoted neuronal induction toward SGN, expression levels of SGN-specific genes were still lower than those in primary SGNs and some key SGN markers, such as *Ntrk3*, were not upregulated. It is possible that means to upregulate these developmental and functional relevant genes may further promote the maturation of the iNs to functional SGNs *in vivo*.

Other challenges in functional maturation of the iNs remain to be addressed. For example, synaptic connections between the iNs and hair cells or cochlear nucleus are the fundamental elements of the cochlear neuronal circuitry *in vivo*. Previous studies showed synapse formation between ESC-derived iNs and sensory epithelium or cochlear nucleus *in vitro* with limited efficiency (Liu et al., 2018; Meas et al., 2018b) and the *de novo* synapses were not observed *in vivo* (Kempfle et al., 2020; Li X. et al., 2020). Secondly, SGNs are heterogenous in nature and display distinct molecular signature and spontaneous firing rates (Petitpre et al., 2018). The determination of SGN identity is induced by interaction of different spontaneous activity from hair cells (Petitpre et al., 2018; Shrestha et al., 2018; Sun et al., 2018). How the iNs may adopt specific SGN subtype and integrate into the cochlear neuronal circuitry needs to be explored in future studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Model Animal Research Center of Nanjing University.

## Author Contributions

GW conceived the study. ZC and GW designed the experiments, analyzed the results, and wrote the manuscript. ZC, YH, CY, QL, and CQ performed the experiments. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

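Gene expression was measured by RNA-seq in 12 libraries of mouse cochlear glial cells, with 3 libraries each of spheres, SCDM, SCDM/FGF and FIBCL. The groups were taken from the sample labels. In the deposited table the FIBCL columns carry the name FIBC, which the paper also uses for the mixture without LIF, and they were matched to FIBCL because the labels and Figure 8 hold no other such group. The replicate number was not used in the main model, and it served as a block in an alternative and in a test of whether it pairs the libraries.

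The authors trimmed paired reads with SeqPrep and Sickle, aligned them with TopHat and quantified genes with RSEM, and they deposited TPM values with 2 decimals for 55487 genes. The authors tested differences with EdgeR, on an input the methods do not describe further, and tested GO and KEGG categories with Bonferroni correction. The deposited TPM values do not keep the number of reads, so the depth of each library is unknown and no interval or limit that needs counts was computed. The libraries had from 21625 to 22281 genes above 0.

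The tests had been planned for read counts. Because the deposited values are TPM, limma replaced the planned count model, and TPM replaced counts in the limits on low values and in the choice of named genes. The comparisons, the thresholds, the gene lists, the alternatives for counts and the rule for named genes were set before the data were examined. The limits in TPM, the trimming, the pseudocount and limma were fixed after the unit of the table was known and before any count of changed genes was seen. A first look at FIBCL and SCDM then crossed 3 scalings, a pair of pseudocounts and 3 thresholds, and all of those combinations are among the alternatives.

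Of the identifiers, 55227 were found in GENCODE M21 (GRCm38), which gave the positions, and 53417 had the same symbol there. The paper's text does not name its genome build. A symbol was shared with another gene in 234 cases. Genes with at least 1 TPM in at least 3 of the 12 libraries were kept, which left 16016. Each library was rescaled by the mean log2 ratio to the average library over the 8434 genes with at least 5 TPM in every library, with 30% trimmed at each end. The mean log2 offset was −0.32 in FIBCL and 0.23 in spheres. Values were analysed as log2(scaled TPM + 1).

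Differences were tested in limma 3.58.1 (R 4.3.3), with moderated variances that follow the mean expression, in one model of the 4 groups with 6 comparisons and no covariate. Benjamini-Hochberg adjustment was made within each comparison. A gene was counted as changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, read by eye from Figure 8C. The model was tested on simulated values for 16016 genes, of which 200 were changed by 2 on the log2 scale. All 200 were called with the right sign, and 0 unchanged genes were called. Among 20 random lists, 0 were called. The simulated genes varied independently, as many were raised as lowered, and only genes away from 0 in SCDM were changed. The simulation therefore tested neither the inter-gene correlation, nor genes near 0, nor the scaling when many genes change.

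The named genes are every gene the paper names in its RNA-seq text, in its discussion of these data or in Figure 8H, with the 5 highest and 5 lowest log2 fold changes between FIBCL and SCDM. The latter were taken among genes with an adjusted p under 0.05, a mean of at least 10 TPM over the 12 libraries and no overlap between the FIBCL and SCDM libraries. Not all of the named genes are described in the text. Of 29 lists of genes, the 24 with at least 5 tested genes were tested by camera with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment. They stand in for GO and KEGG categories, whose annotation was not used here.

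Correlations between libraries are Pearson's r across the genes kept. The mean r of each library with the spheres was compared between media by a two-sided exact permutation test, which cannot go below 0.1 with 3 against 3. Principal components were computed on the same genes, centred and not scaled. Alternatives covered the scaling, the limit on low values, the pseudocount, the thresholds, the samples in the model, the replicate number as a block, each library left out in turn, fry and an estimated correlation for lists, and the unit, coefficient and genes for correlations. Tests that need counts were left out, and so were the primary SGN libraries of another study. Tables and the plot were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.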

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

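Among the tests in this part, those of GC content and transcript length, of the 11 abundant genes and of reads shared between them were chosen only after the result was seen.

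S100a4, S100b and Ntrk2 differed between the control media by a log2 fold change of at least 1.5, a limit chosen after their values were seen. From spheres, S100a4 changed by 0.90 in SCDM and by −0.77 in SCDM/FGF, S100b by −0.71 and −3.08, and Ntrk2 by −1.96 and 0.28. The differences between the media were −1.67, −2.37 and 2.24 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00202, 2.64e-08 and 5.19e-09). Rescaling moved the median of all genes between these media only from −0.08 to −0.02. Added bFGF is the difference that the design names, and changes within cells and changes in the mixture of cells were not tested apart.

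The 5 genes with the highest log2 fold change in FIBCL against SCDM are not discussed in the paper. They were Mir6236 (10.03), Vgf (8.47), Csn3 (8.10), Gm29554 (7.14) and Nts (6.91), with adjusted p values in limma of 0.000114, 6.68e-14, 1.56e-10, 2.63e-09 and 1.29e-13. Mir6236 was listed at 0 in all SCDM and SCDM/FGF libraries. Its log2 fold change therefore depends on the pseudocount, and was 13.35 with a pseudocount of 0.1. It was listed at 677, 597 and 1448 TPM in FIBCL and at 289, 144 and 0 TPM in spheres. Sphere libraries thus differed widely among themselves. Gm29554 lies on chromosome Y and was at 938 ± 65.3 scaled TPM in FIBCL and 6.29 ± 3.41 in SCDM. Reads shared with similar sequences were not tested for these genes. The small molecules, the base medium and the growth factors differ together between these groups, and of these only bFGF was tested alone. From SCDM to SCDM/FGF, Csn3 changed by 1.98, Gm29554 by 1.57, Vgf by 0.65 and Nts by −0.03 (limma, adjusted p = 7.6e-05, 0.00196, 0.000202 and 0.811).

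The 5 lowest were Mgp (−11.02), H19 (−10.15), Col2a1 (−10.06), Postn (−10.05) and Col8a1 (−9.34), with adjusted p values in limma of 4.44e-17, 1.34e-12, 1.94e-11, 4.46e-14 and 2.83e-15. Mgp fell from 13935 scaled TPM in SCDM to 5.70 in FIBCL. In FIBCL against SCDM/FGF, the same 5 genes changed by −11.2, −9.6, −3.0, −6.9 and −7.2. From SCDM to SCDM/FGF they changed by 0.2, −0.6, −7.0, −3.2 and −2.2, so Col2a1, Postn and Col8a1 were also lower with added bFGF alone. Mgp and Postn belong to a list of mesenchyme markers, whose median log2 fold change was −3.58 (camera, adjusted p = 7.08e-07, also called by fry and with an estimated correlation). In this list 17 of 20 genes fell, and 3 rose, which were Twist1, Prrx1 and Prrx2. Spheres also expressed 19 of the 20 genes. Whether mesenchymal cells took the place of glial cells in FIBCL cannot be told from this list. Its genes may have fallen within cells that stayed, and its members went both ways. Fewer mesenchymal cells and lower expression in the same cells were not tested apart.

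Macrophage markers had a median log2 fold change of −4.72 in FIBCL against SCDM (camera, adjusted p = 3.95e-10, also called by fry and with an estimated correlation), and all 20 genes fell at an adjusted p under 0.05 in limma. Of these genes, 19 were also expressed in spheres, and from spheres to SCDM their median rose by 3.08. C1qa fell from 415 to 0.384 scaled TPM, Lyz2 from 3776 to 19.2 and Tyrobp from 283 to 12.9. Cd68 (−0.26) and Cd14 (−0.52) fell far less. A candidate explanation is fewer macrophages in FIBCL, but genes of this list moved apart, so cell loss cannot be told apart from lower expression in macrophages or from expression of some of these genes in other cells. Figure 8E lists microglial activation among the lower categories.

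All 22 genes of a cell cycle list fell in FIBCL against SCDM, with a median log2 fold change of −3.26 (camera, adjusted p = 5.22e-09, and 0.107 with an estimated correlation). All 22 were also expressed in spheres. Pcna, a gene of this list, fell by only 0.21. Scaling did not reverse the median, which was −3.18 with upper-quartile scaling and −3.48 in the deposited TPM. No explanation was tested, and the age of the cultures is the same in the labels of both groups.

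A set of 11 genes chosen after their values were seen, Gphn, Cmss1, CT010467.1, D130009I18Rik, Sspn, Gm24270, Il31ra, Gm19951, Lars2, Fgfr2 and Camk1d, held 17.03% ± 2.21 of the TPM in FIBCL, 2.66% ± 0.315 in SCDM, 2.50% ± 0.572 in SCDM/FGF and 0.844% ± 0.288 in spheres (SD, n = 3). CT010467.1 is annotated as ribosomal RNA. A candidate explanation for the common rise is that reads of 1 RNA, such as ribosomal RNA, were shared between these genes. Over the 12 libraries, the log2 ratios of the other 10 to Gphn had a median SD of 0.159, from 0.061 for Sspn to 0.524 for CT010467.1, against 0.626 for random pairs of abundant genes, whose lowest 5% lay under 0.115. The genes had been picked for rising together, so shared reads cannot be told apart from a common change of these genes. Such genes lower all other TPM values, and the rescaling of each library was made to offset this.

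GC content or transcript length bias was tested for the neuronal and glial changes. After removing the median of genes of similar GC content and length, the neuron development list had a median log2 fold change of 2.48 and the myelination list of −1.58, against 2.47 and −1.60 before. The correction had a median size of 0.114 over all genes, and the test argued against such a bias as the whole cause.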

How the results depend on the processing

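The crossed settings, the pseudocount of 0.1 for gene counts and named genes, and the limit on mean TPM were chosen after seeing the data, and the splits of the libraries were set before. For the 38 named genes tested, none of the 11 alternatives changed the direction of FIBCL against SCDM or its side of an adjusted p of 0.05 in limma. Of these genes, 35 had an absolute log2 fold change of at least 1.5, and Nefh, Scrt2 and Nes did not.

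Of 102 alternative counts of changed genes, 75 stayed within 1.5 times the value reported. For FIBCL against SCDM, upper-quartile scaling gave 2861 genes, no limit on low values 2864, a mean of at least 1 TPM 2699, only the 6 libraries 2851, and a pseudocount of 0.1 gave 4011. The deposited TPM gave 2962 but moved the split to 908 higher and 2054 lower. It also gave 845 and 1890 against SCDM/FGF, 761 and 2224 against spheres, and 567 and 437 for SCDM/FGF against spheres. With the lower limit of 1 on the log2 fold change, the counts were 4692, 4457 and 4494 for FIBCL against SCDM, SCDM/FGF and spheres, 1986 and 1942 for SCDM and SCDM/FGF against spheres, and 1564 between the control media. With the adjusted p alone they were 11480, 11327, 11470, 8053, 8075 and 6910 in the same order. These rises follow from the looser thresholds. With a pseudocount of 0.1, the counts were 3851 for FIBCL against spheres, 1711 for SCDM, 1618 for SCDM/FGF and 1278 between the control media. By construction, a smaller pseudocount enlarges the fold changes of genes with low values.

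Crossed settings for FIBCL against SCDM gave, with a limit of 1 on the log2 fold change, 4720 genes with upper-quartile scaling, 5216 in the deposited TPM, 5669 with a pseudocount of 0.1, 5693 with that pseudocount and upper-quartile scaling, and 6324 with it and the deposited TPM. With the adjusted p alone the same settings gave 11489, 12202, 11488, 11492 and 12221. The pseudocount of 0.1 with the deposited TPM gave 4320 at the limit of 1.5. Leaving out each library in turn gave from 2851 to 2877 genes for FIBCL against SCDM.

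Each comparison's 6 libraries make 10 splits, of which 1, the real one, gave as many changed genes in each of the 6 comparisons. The largest count from any other split was 2. With 10 splits the share cannot go below 0.1.

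With the replicate number as a replicate block, the counts were 2871, 2690, 2551, 989, 968 and 779, and 16 lists were called. Replicate numbers did not pair the libraries, since r between their deviations lay between −0.121 and 0.098 over 18 pairs.

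Camera called 16 lists, and with an estimated correlation 9. The myelination list (−1.60, adjusted p = 0.0782) and the cytokine list (−0.80, 0.0594) were then no longer called. In the deposited TPM, camera did not call the cytokine list either (−0.96, adjusted p = 0.274). By fry the other receptor list was called (−0.60, adjusted p = 1.21e-09). The stress list, not called by camera, changed the direction of its test by fry (median −0.23, adjusted p = 0.192) and in the deposited TPM (median −0.63, camera, adjusted p = 0.879). Of the remaining lists, 5 became weaker and 6 stronger. Leaving out each library left 16 calls. The cause was not tested.

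The r with spheres for FIBCL, SCDM and SCDM/FGF was 0.539, 0.887 and 0.885 on unlogged TPM, 0.756, 0.893 and 0.895 with a pseudocount of 0.1, 0.808, 0.918 and 0.921 for Spearman's coefficient, and 0.909, 0.962 and 0.963 over all genes above 0. The difference of FIBCL from SCDM was 0.348 on unlogged TPM, 0.137 with a pseudocount of 0.1 and 0.0528 over all genes above 0, and was positive in each. The distance of FIBCL from spheres on principal components, relative to SCDM, was 1.59 with unit variance, 1.86 in the deposited TPM, 1.82 for the 500 most variable genes and from 1.64 to 2.52 with each library left out. The cause was not tested.

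DESeq2, limma-voom, the exact tests in edgeR with estimated and fixed dispersion, and a limit of at least 10 counts in every library were not run, since they need counts. The unknown depth limits what can be said of genes near 0, such as Isl1, Pou4f1, Scrt2, Neurod1 and Lin28b.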

Differences from the paper's values

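The alternatives marked below as chosen after seeing the values were added once the data had been seen. The paper reports about 3200 genes higher in FIBCL than in SCDM, against 1263 here. None of the alternatives set before the data were examined came within 1.5 times the paper's count. The nearest was a limit of 1 on the log2 fold change, with 2107 genes, while the adjusted p alone gave 5234. Settings chosen after seeing the values came within 1.5 times. They were the limit of 1 with upper-quartile scaling (2369), with a pseudocount of 0.1 (2455) and with both (2725), and the adjusted p alone in the deposited TPM with a pseudocount of 1 (3280) or 0.1 (3256).

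The paper reports 3000 genes lower in FIBCL, against 1597 here. Of the alternatives set before the data were examined, the deposited TPM without rescaling (2054) and a limit of 1 on the log2 fold change (2585) came within 1.5 times, and the others did not. Chosen after seeing the values, the limit of 1 with upper-quartile scaling (2351), in the deposited TPM (3726), with a pseudocount of 0.1 (3214) and with that pseudocount and upper-quartile scaling (2968) also did. So did, chosen after seeing the values, a pseudocount of 0.1 alone (2321), with upper-quartile scaling (2190) and in the deposited TPM (3006).

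The paper's correlation of FIBCL with spheres is about 0.55 in Fig. 8A, read by eye, against 0.814 here. On unlogged TPM, an alternative set before the data were examined, it was 0.539. The other alternatives, from 0.756 to 0.909, did not reach the paper's value. For SCDM the paper's value is about 0.88 in Fig. 8A, read by eye, against 0.922 here. The nearest alternative was unlogged TPM, with a mean of 0.887 and pairs of libraries from 0.876 to 0.893, a range that holds the paper's value, and the means of the other alternatives lay from 0.893 to 0.962. For SCDM/FGF the paper's value is about 0.88 in Fig. 8A, read by eye, against 0.925 here and 0.885 on unlogged TPM, with pairs of libraries from 0.869 to 0.896, and the means of the other alternatives lay from 0.895 to 0.963.

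The paper states that Tubb3, Nefh, Snap25, Syp and Map2 rose from spheres to the control media. Here only Tubb3 rose, by 1.10 in SCDM and 1.11 in SCDM/FGF. In SCDM, Snap25 fell by 0.45 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00941), and Nefh (−0.05), Syp (−0.13) and Map2 (−0.08) did not change at an adjusted p under 0.05. In SCDM/FGF the same 4 genes did not change either (−0.10 for Nefh, −0.16 for Syp, −0.45 for Map2 and −0.15 for Snap25).

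The paper states that glial genes stayed high in the control media. Here S100b was at 8.81 scaled TPM in SCDM/FGF against 81.2 in spheres, a log2 fold change of −3.08, and Sox10 changed by −1.50 from spheres to SCDM. The paper lists G protein-coupled receptor signalling among the lower categories. The list of such receptors was not called by camera here (adjusted p = 0.109) and was called by fry (adjusted p = 1.21e-09). Fry called 23 of the 24 lists and does not compare a list with the other genes, so its call is not evidence of enrichment.

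The paper shows Nefh and Scrt2 among the genes higher in FIBCL. Here both rose at an adjusted p under 0.05 in limma but stayed under the limit of 1.5, at 1.32 and 1.38. With a pseudocount of 0.1, chosen after seeing the values, Nefh was at 3.26, a value that depends on the pseudocount because Nefh is near 0 in SCDM. Scrt2 is listed at 0 in all 3 SCDM libraries, so its value would be set by the pseudocount.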

Other observations

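Among the tests in this part, those of unequal rises of neuronal genes, of the LIF targets and of the correlation without 11 abundant genes were chosen only after the result was seen.

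The FIBCL columns of the deposited table carry the name FIBC. Whether LIF was in the medium was looked for in 10 targets of LIF signalling. Their median log2 fold change in FIBCL against SCDM was −0.41 (camera, adjusted p = 0.809), and 4 rose and 6 fell at an adjusted p under 0.05 in limma. Socs3 was at 42.9 scaled TPM in FIBCL, 19.9 in SCDM and 66.3 in SCDM/FGF, while Gfap was at 0.0612 in FIBCL and 31.9 in SCDM. The members went both ways, and the other additions and the loss of glial expression act on the same genes, so the presence and the absence of LIF cannot be told apart.

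Added bFGF was tested as the cause of the changes in FIBCL. From SCDM to SCDM/FGF, the paper's 6 glial genes had a median log2 fold change of −0.56 and its 5 neuronal genes of −0.029, against −3.61 and 2.71 from SCDM to FIBCL. This argued against bFGF alone, at the 100 ng/ml of SCDM/FGF, as the cause of either change as a whole, although S100b, S100a4 and Mbp fell in SCDM/FGF as well. The sample labels list bFGF in the FIBCL medium both at 50 and at 100 ng/ml, and a higher dose was not tested. FGF target genes had a median of 1.39 in FIBCL against SCDM (camera, adjusted p = 0.00231, and 0.0916 with an estimated correlation). Their median was 1.92 in SCDM/FGF against SCDM and −0.465 in FIBCL against SCDM/FGF, so it was not higher in FIBCL than with bFGF alone.

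The rise of neuronal genes may come from a loss of other cells, with the neurons unchanged. In that case genes used only by neurons would rise by 1 factor. Over the 18 neuron development genes at 1 scaled TPM or more in SCDM, the log2 ratio of FIBCL to SCDM had an interquartile range of 2.81, from −1.61 for Robo2 to 6.69 for Stmn2, and 5 of the genes fell. The SD between FIBCL libraries had a median of 0.066. Glial cells also express some of these genes, so a loss of other cells cannot be told apart from a change within neurons.

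The lower r of FIBCL with spheres on unlogged TPM rose from 0.539 to 0.756 without the 11 abundant genes and stayed below the 0.899 of SCDM, which argued against these genes as the whole cause. Without the mitochondrial genes as well, it was 0.632.

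The sums of the listed TPM fell short of the total of a complete TPM table by 9.30% ± 0.665 in FIBCL, 1.51% ± 0.131 in SCDM, 1.53% ± 0.255 in SCDM/FGF and 0.649% ± 0.128 in spheres (SD, n = 3). Mitochondrial genes held 10.2% of the TPM in FIBCL, 5.08% in SCDM, 4.68% in SCDM/FGF and 6.26% in spheres. No explanation was tested for these shares.

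Other lists were compared between FIBCL and SCDM. Targets of Wnt signalling had a median log2 fold change of 1.19 (camera, adjusted p = 0.0141, and 0.0575 with an estimated correlation) and genes that rise on BET inhibition 1.23 (camera, adjusted p = 0.0151, and 0.0594 with an estimated correlation). Targets of cAMP signalling had a median of −0.12 (camera, adjusted p = 0.809), with 6 higher and 7 lower at an adjusted p under 0.05 in limma. The melanocyte list (−1.27, camera, adjusted p = 0.281), the central neuron list (0.43, camera, adjusted p = 0.198), the sex-linked list (−0.49, camera, adjusted p = 0.198) and the stress list (−0.23, camera, adjusted p = 0.864) were not called. In the stress list, Cdkn1a was at 877 scaled TPM in FIBCL and 124 in SCDM, and Mdm2 at 371 and 37.9, both picked after their values were seen. The nociceptor list (median 1.48, 4 genes), the autonomic neuron list (2.00, 4 genes) and the skeletal muscle list (0.16, 2 genes) had too few genes for a test. The other genes of Figure 8H had a median of 1.51 (camera, adjusted p = 0.285). Nes (−0.59), Sox9 (−2.28) and Pou3f4 (−2.34) fell and Slc17a7 (3.34) rose, with a median of −1.44 over these 4 genes.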
